# Corn dried distillers grains with solubles (cDDGS) in the diet of pigs change the expression of adipose genes that are potential therapeutic targets in metabolic and cardiovascular diseases

**DOI:** 10.1186/s12864-018-5265-x

**Published:** 2018-12-03

**Authors:** Maria Oczkowicz, Tomasz Szmatoła, Małgorzata Świątkiewicz, Klaudia Pawlina-Tyszko, Artur Gurgul, Tomasz Ząbek

**Keywords:** Obesity, Pigs, cDDGS, RNA-seq, Backfat, Metabolic diseases, CVD, Alzheimer’s

## Abstract

**Background:**

Corn dried distillers grains with solubles (cDDGS) are a byproduct of biofuel and alcohol production. cDDGS have been used in pig feed for many years, because they are readily available and rich in protein, fiber, unsaturated fatty acids and phytosterols. However, feed mixtures too high in cDDGS result in the worsening of backfat quality. We performed RNA-sequencing analysis of backfat from crossbred pigs fed different diets. The diets were isoenergetic but contained different amounts of cDDGS and various sources of fats. The animals were divided into four dietary groups during the two months of experimentation: group I (control (-cDDGS+rapeseed oil)), group II (+cDDGS+rapeseed oil), group III (+cDDGS+beef tallow), and group IV (+cDDGS+coconut oil). The aim of the present experiment was to evaluate changes in the backfat transcriptome of pigs fed isoenergetic diets that differed in cDDGS presence.

**Results:**

Via DESeq2 software, we identified 93 differentially expressed genes (DEGs) between groups I and II, 13 between groups I and III, and 125 between groups I and IV. DEGs identified between group I (-cDDGS+rapeseed oil) and group II (+cDDGS+rapeseed oil) were highly overrepresented in several KEGG pathways: metabolic pathways (FDR < 1.21e-06), oxidative phosphorylation (FDR < 0.00189), fatty acid biosynthesis (FDR < 0.00577), Huntington’s disease (FDR < 0.00577), fatty acid metabolism (FDR < 0.0112), Parkinson’s disease (FDR < 0.0151), non-alcoholic fatty liver disease (NAFLD) (FDR < 0.016), Alzheimer’s disease (FDR < 0.0211) and complement and coagulation cascades (FDR < 0.02).

**Conclusions:**

We observed that the addition of cDDGS positively affects the expression of several genes that have been recently proposed as potential targets for the treatment of obesity, diabetes, cardiovascular disease, and Alzheimer’s disease (e.g.*, FASN, AACS, ALAS1, HMGCS1,* and *VSIG4*). Thus, our results support the idea of including cDDGS into the diets of companion animals and humans and encourage research into the bioactive ingredients of cDDGS.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5265-x) contains supplementary material, which is available to authorized users.

## Background

The optimal feeding strategy for farm animals is one of the fundamental factors determining the profitability of meat production. cDDGS (corn dried distillers grains with solubles) has commonly been used as a replacement for soybean meal in animal feed due to its high protein and fiber content, reasonable price and availability. However, backfat from animals fed diets containing cDDGS is soft and prone to oxidation [1]. Fats containing high amounts of saturated fatty acids, such as beef tallow or coconut oil, are added to the feedstuff to counteract this deterioration in backfat quality. Such cDDGS have also been proposed for use in human diets, especially those of diabetic and celiac patients [1]. Interestingly, a decade ago, a beneficial effect of DDGS on ischemic heart disease was postulated and patented by the US Patent and Trademark Office (U.S. Patent No. 2004/0234630) [2]. Currently, with the increasing production of biofuels, the availability of cDDGS is high; however, its usage in human diets remains negligible. Understanding the molecular processes that occur in animal tissues after the consumption of cDDGS and different fats could resolve doubts surrounding the use of these compounds as a feedstuff and as part of companion animal and human nutrition.

To date, several experiments have revealed that nutrition may induce changes in the transcriptome and specific metabolic pathways [3]. Peñagaricano et al. (2014) observed noticeable gene expression differences in adipose tissue between sheep fetuses whose mothers were fed diets with cDDGS and those whose mothers were fed other isoenergetic diets during pregnancy [4]. Many of these genes were involved in adipogenesis, lipogenesis and adipose tissue development. We hypothesize that these observations may be relevant to other mammalian species. Therefore, we aimed to evaluate whether the addition of cDDGS to the diet of pigs changes the backfat transcriptome. Recently, pigs have become a promising alternative to rodent animal models due to similarities to humans with regard to organ size and physiology [5]; therefore, the results of our study may provide information concerning the possibility of using cDDGS as a health-promoting additive in the human diet.

The aims of the present study were to evaluate changes in the backfat transcriptome of pigs fed isoenergetic diets that differed in cDDGS content and sources of fat. Moreover, we intended to assess potential interactions between cDDGS and fatty acid compositions in the diet.

## Results

### The performance and subcutaneous backfat quality of animals after different diet treatments

Animal performance and backfat quality are described in detail elsewhere for the following dietary treatments: control - group I (-cDDGS+rapeseed oil), group II (+cDDGS+rapeseed oil), group III (+cDDGS+beef tallow), and group IV (+cDDGS+coconut oil) [6, 7]. In brief, the different dietary treatments did not affect weight gain, feed utilization, backfat thickness, or carcass meatiness. However, backfat from animals receiving cDDGS and rapeseed oil in their feed mixture (group II) displayed a lowest ratio of the sum of saturated fatty acids to the sum of unsaturated fatty acids (SFA:UFA), and the highest C18:2 linoleic acid content and iodine value (*p* < 0.001) (Table 1).

### RNA-seq statistics

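The RNA-seq data came from backfat, the subcutaneous fat of the back, of 23 fattening pigs. The diets differed in the added fat and in cDDGS, the dried residue of maize left after ethanol production. Group I (-cDDGS+rapeseed oil) held 7 pigs (4 females and 3 males), group II (+cDDGS+rapeseed oil) 6 pigs (3 females and 3 males), group III (+cDDGS+beef tallow) 5 pigs (2 females and 3 males) and group IV (+cDDGS+coconut oil) 5 pigs (3 females and 2 males). The authors depleted ribosomal RNA, sequenced single-end reads, trimmed them with FLEXBAR, mapped them with TopHat and counted the reads on each annotated gene with HTSeq. They deposited these counts without normalization, with 25322 Ensembl gene identifiers and 5 summary rows for each pig. Between 2437172 and 7979426 reads per pig were counted on genes. The median was 4898483 in group I (from 3006222 to 5261962), 3445234 in group II (from 2437172 to 5123759), 5033537 in group III (from 3768842 to 7979426) and 4079125 in group IV (from 3697673 to 4865260). A single gene, ENSSSCG00000018063, took between 20.8 and 37.1% of the gene counts of a pig. Reads that mapped to 1 place but were assigned to no annotated gene are called reads outside genes here. They may include reads of unspliced RNA or of a gene's opposite strand, which the counts do not tell apart. They made up 56.8 ± 2.53% (SD, n = 7) of the reads mapped to 1 place in group I, 62.5 ± 5.81% (SD, n = 6) in group II, 56.8 ± 4.00% (SD, n = 5) in group III and 63.0 ± 5.05% (SD, n = 5) in group IV. By exact permutation tests, this share differed between groups I and IV (p = 0.00884) and between groups I and II (p = 0.0437), but neither held after Benjamini-Hochberg adjustment over 28 tests of depth, RNA integrity and count composition (adjusted p = 0.228 for both). Counts were normalized with edgeR's TMM method, low genes were removed with filterByExpr, and each comparison was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs passed the paper's own limits, an adjusted p-value under 0.05 and a fold change above 1.3. Log2 fold changes are positive where expression was higher with cDDGS, and expression values are CPM, which are TMM-normalized counts scaled to a library of 1e6 reads. Single genes were also compared by exact permutation of the pigs between the groups on log2(CPM + 0.5). The main choices that changed the numbers were the test (edgeR, limma-voom or DESeq2, which the paper used) and a covariate for the share of reads outside genes, which was added only after the files had been seen. Which libraries were pooled for sequencing is not in the files analysed here, so no sequencing batch could be examined.

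**Figure D1:**
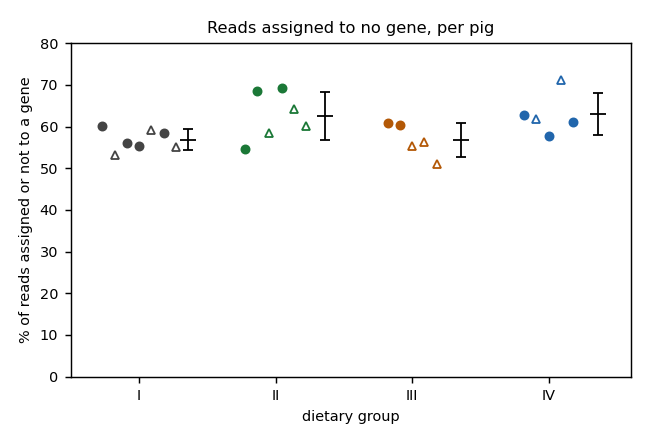
Percent of uniquely mapped reads assigned to no annotated gene in each pig (y axis) by dietary group (x axis). Filled circles are females, open triangles are males, and the dash and bars give the mean ± SD, which is 56.8 ± 2.53% in group I and 63.0 ± 5.05% in group IV.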

After RNA-seq analysis, we obtained from 8,659,689 to 25,360,573 filtered reads per sample (Table 2). The percentage of mapped reads was between 79,5-84,4%. Up to 5,668,453 of reads were mapped uniquely to Ensembl *Sus scrofa* 11.1 with an annotation version 87. 

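Summed over the gene rows of the deposited counts, pig 46 of group III had the largest total with 7979426 reads, and pig 24 of group II had the smallest with 2437172. The median over the 23 pigs was 4717511. With the summary rows for uncounted reads included, the totals ranged from 8029992 to 24632021 reads per pig.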

The number of identified genes with normalized counts > 1 was between 13,148–14,391 depending on sample.

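After normalization with DESeq2's median-ratio size factors over all 23 pigs, between 13148 and 14390 genes per pig had a normalized count above 1. The median was 13422 genes in group I, 13860.5 in group II, 13816 in group III and 14219 in group IV. Of the 25322 gene rows, 18521 had at least 1 count in at least 1 pig. The number depended most on the scale of the limit, since between 11187 and 11831 genes per pig had more than 1 TMM-normalized CPM.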

### Differentially expressed genes (DEGs) identified by RNA-seq analysis

In the present study, we classified genes as differentially expressed when the fold change was > ± 1.3 and the adjusted *p*-value was < 0.05. Initially, we performed a comparison between the –cDDGS+rapeseed oil group (*n* = 7) and three other groups, namely, the +cDDGS+rapeseed oil (*n* = 6), +cDDGS+beef tallow (*n* = 5), and + cDDGS+coconut oil (n = 5) groups (3 analyses in total). 

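The low-count filter left 10323 genes to test between groups I and II, 10423 between groups I and III and 10388 between groups I and IV. Before adjustment, 1338 genes had a p-value under 0.05 between groups I and II, where 5% of the tested genes would be 516. Between groups I and III there were 830 such genes against 521, and between groups I and IV 1475 against 519. The smallest adjusted p-value of edgeR's test was 0.0393 for group II, 0.309 for group III and 0.135 for group IV.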

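In edgeR's quasi-likelihood test, 3 DEGs separated group I from group II and 0 DEGs separated group I from group IV. Of the 3 DEGs, FOLR1 was higher in group II, while AACS and FITM2 were lower. All 93 genes that Table S1 lists for group II and the 121 testable genes of its 125 for group IV changed in the listed direction with an unadjusted edgeR p-value under 0.05. Their median adjusted p-value was 0.211 for group II and 0.135 for group IV. The listed genes were chosen in these same pigs, so the shared direction is no independent evidence. Among changes to this edgeR fit, the choice of test moved the counts most. With DESeq2's Wald test on the same counts, 86 DEGs were found between groups I and II (47 higher and 39 lower in group II) and 155 between groups I and IV (114 higher and 41 lower in group IV). Of these DESeq2 DEGs, 79 and 116 are on the paper's lists.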

The highest number of DEGs was identified when group I (-cDDGS+rapeseed oil) was compared to group IV (+cDDGS+coconut oil) and to group II (+cDDGS+rapeseed oil), which showed 125 DEGs with 32 overexpressed and 93 underexpressed in the -cDDGS+rapeseed oil group and 93 DEGs with 44 underexpressed and 49 overexpressed in the -cDDGS+rapeseed oil group, respectively. The number of DEGs was much lower in group I versus group III, which had 13 DEGs, 5 of which were underexpressed and 8 of which were overexpressed (Additional file 1: Table S1). 

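For group I versus group III, edgeR's quasi-likelihood test gave 0 DEGs among 10423 genes, with a smallest adjusted p-value of 0.309. The 13 genes listed in Table S1 all changed in the listed direction, with unadjusted p-values under 0.05 and a median adjusted p-value of 0.478. That list, too, was drawn from these same pigs. Under DESeq2's Wald test there were 12 DEGs, of which 4 were higher and 8 lower in group III, and all 12 are among the paper's 13.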

Next, we combined all groups with cDDGS (group II, III and IV) and compared them to the group without cDDGS (group I). In this comparison, we identified 155 DEGs, with 59 upregulated and 96 downregulated, in the –cDDGS+rapeseed oil group (Additional file 1: Table S1). 

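Group I (n = 7) and the combined groups (n = 16) gave 0 DEGs in edgeR's quasi-likelihood test of 10749 genes. The smallest adjusted p-value was 0.0668, and 78 genes had an adjusted p-value under 0.1. Of the 155 genes on the paper's list 154 were tested, and all 154 changed in the listed direction with unadjusted p-values under 0.05 and a median adjusted p-value of 0.104. Because the list was drawn from these same pigs, that direction is no independent evidence. With limma-voom and sample quality weights 51 DEGs were found, and with DESeq2's Wald test 159, of which 98 were higher and 61 lower with cDDGS. The paper's list shares 152 genes with the DESeq2 DEGs.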

All expression data were submitted to the GEO database (accession number: GSE101433).

**Table 1:** Chosen performance and backfat quality parameters

	Group I (-cDDGS +rapeseed oil) *n* = 8	Group II (+cDDGS +rapeseed oil) *n* = 8	Group III (+cDDGS +beef tallow) *n* = 8	Group IV (+cDDGS +coconut oil) *n* = 8	SEM	*P* value
Fattening results:						
Average daily body weight gains (g)	986	959	958	991	11.72	0.663
Averag feed utilization (kg)	3.07	3.16	3.17	3.03	0.04	0.564
Fatty acid profile and lipid peroxidation indicators:						
C18:2	10.6 ^a^	13.5 ^c^	11.8 ^b^	10.2 ^a^	0.3	< 0.001
SFA^a^	46.5 ^b^	43.5 ^a^	47.2 ^b^	52.3 ^c^	0.7	< 0.001
UFA^a^	52.4 ^b^	55.5 ^c^	51.7 ^b^	46.5 ^a^	0.7	< 0.001
MUFA^a^	39.8 ^b^	40.1 ^b^	38.6 ^b^	35.3 ^a^	0.5	0.001
PUFA n-6^a^	10.8 ^a^	13.8 ^c^	12.2 ^b^	10.4 ^a^	0.3	< 0.001
PUFA n-3^a^	1.76 ^c^	1.61 ^c^	0.98 ^b^	0.77 ^a^	0.09	< 0.001
PUFA^a^	12.6 ^b^	15.4 ^c^	13.2 ^b^	11.2 ^a^	0.3	< 0.001
SFA/UFA ratio	0.89 ^b^	0.78 ^a^	0.91 ^b^	1.12 ^c^	0.03	< 0.001
IV (g/100 g)^b^	57.2 ^b^	62.0 ^c^	56.3 ^b^	50.0 ^a^	0.9	< 0.001
TBA-RS (mg/kg)^c^	0.25 ^ab^	0.30 ^b^	0.25 ^ab^	0.18 ^a^	0.02	0.029

^a.b.c^. Values within a row with different superscripts differ significantly at *P* < 0.05

^a^Sum of fatty acids: saturated (SFA). unsaturated (UFA). monounsaturated (MUFA). polyunsaturated (PUFA)

^b^IV – iodine value of fat

^c^TBA-RS - Thiobarbituric acid reactive substances

**Table 2:** RNA-seq statistics

Samples	Statistics of reads			
	Number of filtered reads	Number of mapped reads	Percentage of mapped reads (%)	Number of reads uniquely mapped to genes^a^
1	16,937,563	14,063,133	83.0	4,898,483
2	15,611,798	12,818,778	82.1	5,261,962
3	14,021,444	11,828,328	84.4	4,530,749
5	16,623,142	13,027,265	78.4	5,085,954
6	10,284,981	8,369,135	81.4	3,006,222
7	14,243,552	11,732,846	82.4	4,243,290
8	15,773,245	12,596,918	79.9	4,922,991
17	14,394,849	11,897,291	82.6	4,717,511
19	13,255,853	10,795,981	81.4	3,005,356
20	17,022,708	14,146,517	83.1	5,123,759
21	13,860,471	11,408,161	82.3	3,142,708
22	14,599,238	11,862,460	81.3	3,747,760
24	8,659,689	6,888,176	79.5	2,437,172
41	13,056,710	10,918,790	83.6	3,768,842
43	19,788,884	16,497,403	83.4	5,668,453
45	14,887,931	12,403,405	83.3	4,848,317
46	25,360,573	20,844,592	82.2	7,979,426
48	14,089,646	11,599,227	82.3	5,033,537
49	17,957,567	14,466,678	80.6	4,826,659
52	13,823,894	11,246,208	81.4	3,762,672
53	16,045,183	13,208,046	82.3	4,865,260
54	17,361,291	14,101,605	81.2	3,697,673
55	14,380,150	11,892,987	82.7	4,079,125

^a^in regard to Ensembl SusScrofa 11.1

The comparison of DEG lists with the Venny integrative tool (http://bioinfogp.cnb.csic.es/tools/venny/index.html) revealed 39 (13,3%) common genes between (group I vs group II) and (group I vs II + III + IV), 48 (16,4%) common genes between (group I vs group IV) and (group I vs group II + III + IV) and only 3 (1%) common genes between (group I vs group III) and (group I vs group II + III + IV) (Fig. 1).

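The edgeR lists share 0 genes, because only group I versus group II gave any DEGs. The DESeq2 lists from the same counts share 38 genes between group I vs group II (86 DEGs) and group I vs group II + III + IV (159 DEGs). They share 65 genes between group I vs group IV (155 DEGs) and the combined comparison, and 3 genes between group I vs group III (12 DEGs) and the combined comparison. Between group I vs group II and group I vs group IV, 18 DEGs are shared. Pigs of groups II, III and IV also enter the combined comparison, and group I enters all of them, so the lists are not independent. With shrunken fold changes the shared numbers were 38, 63 and 3.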

**Fig. 1:**
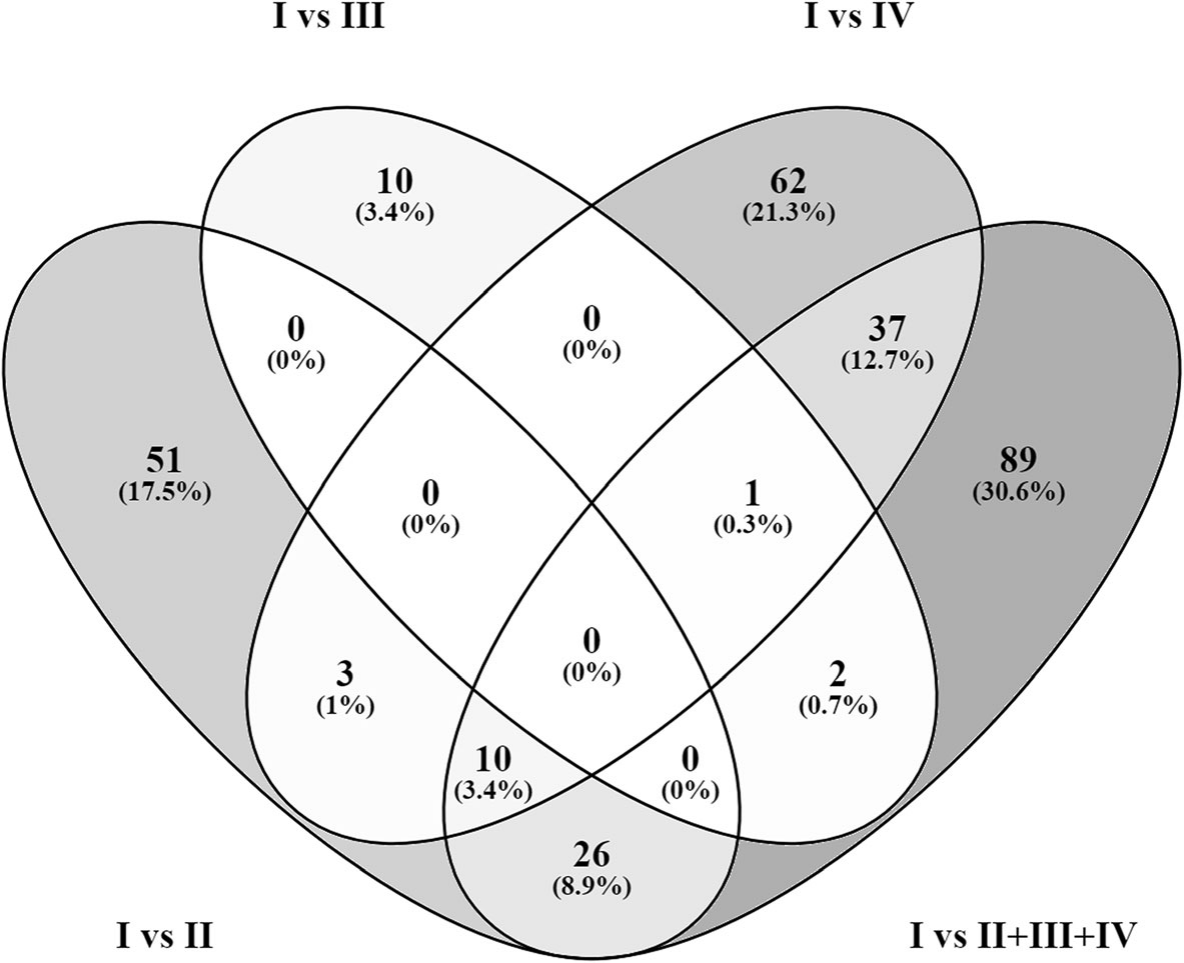
The Venn diagram shows common DEGs among four comparisons: (group I vs group II), (group I vs group III), (group I vs group IV) and (group I vs II + III + IV)

### Functional analysis of identified DEGs

To draw proper conclusions about the effect of each dietary factor on biological processes, molecular functions and pathways we analyzed each dataset of DEGs separately and did not analyze DEGs from (group I vs group II + III + IV) comparison. We performed several analyses to identify overrepresented DEGs using the PANTHER classification system. The most interesting results were obtained when the DEGs overexpressed in group I (-cDDGS+rapeseed oil) were compared to those in group II (+cDDGS+rapeseed oil) (47 mapped genes of the 49 DEGs). The DEGs were mainly involved in the following pathways: metabolic processes, fatty acid biosynthetic process, lipid metabolic process, and coenzyme metabolic process (Table 3). Many of these genes encoded enzymes that catalyze metabolic processes; therefore, catalytic activity and ligase activity were overrepresented among the molecular functions. Overexpressed genes were overrepresented in several Reactome pathways, of which the most significant was ChREBP, which activates metabolic gene expression (FDR < 3.94E-06), metabolism (FDR < 1.51E-10), metabolism of lipids and lipoproteins (FDR < 3.10E-05), fatty acyl-CoA biosynthesis (FDR < 4.57E-05), the citric acid (TCA) cycle and respiratory electron transport (FDR < 1.61E-02) (Table 3). No significant enrichments were observed for DEGs in the group I vs group III or the group I vs group IV comparisons.

Next, we employed STRING Software (https://string-db.org) to find networks of DEGs identified in our experiment. The network of DEGs identified in group I (–cDDGS+rapeseed oil) vs group II (+cDDGS+rapeseed oil) had significantly more interactions than expected (PPI enrichment *p* < 1.01E-06), while for all other comparisons, this *p*-value was greater than 0.05, suggesting the absence of strong interactions. However, we found that in the comparison of group I vs group IV, genes of tight junction proteins (FDR < 0.016) as well as genes of organelles and vesicles (FDR < 0.0012, FDR < 0.014) were overrepresented. We performed three analyses of the network of genes from the group I vs group II comparison: an analysis of all differentially expressed genes (90 mapped genes of 93 DEGs), an analysis of downregulated genes (48 mapped genes of 49 DEGs) (Fig. 2a), and an analysis of upregulated genes (42 mapped genes of 44 DEGs) (Fig. 2b). In all these analyses, we observed highly significant networks (p < 1.01E-06, *p* < 3.6E-14, *p* < 0.000975, respectively). The most overrepresented pathways were metabolic pathways, fatty acid biosynthesis, oxidative phosphorylation, and complement and coagulation cascades. 

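Among the genes of these pathways that the paper names, the lipogenic genes were lower in group II and most complement genes were higher. FASN (ENSSSCG00000029944) and ACLY (ENSSSCG00000017421) had log2 fold changes of -0.99 and -1.57, with adjusted p-values of 0.211 and 0.143 from edgeR's quasi-likelihood test. For oxidative phosphorylation, the log2 fold changes of NDUFS5, NDUFA10, NDUFB8, COX7A2 and UQCRFS1 lay between -0.93 and -0.72. In the complement and coagulation cascades, C1QA (ENSSSCG00000003524) rose with a log2 fold change of 1.51, whereas F3 (ENSSSCG00000022447) fell by 1.21 on the log2 scale. Whole pathways were not tested, because few of their listed genes had a name paired with an identifier. By exact name these were 4.8% for oxidative phosphorylation, 14.9% for the lipogenic genes and 7.9% for complement and coagulation. A further 5 oxidative phosphorylation genes matched only a wildcard name on the list. DESeq2's shrunken fold changes moved the genes named above most among the alternatives set beforehand, with 0.99 for C1QA and -1.05 for ACLY. The paper names the pathways of these genes as the most overrepresented among its DEGs between groups I and II.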

A list of all functional enrichments is presented in Additional file 2: Table S2.

**Fig. 2:**
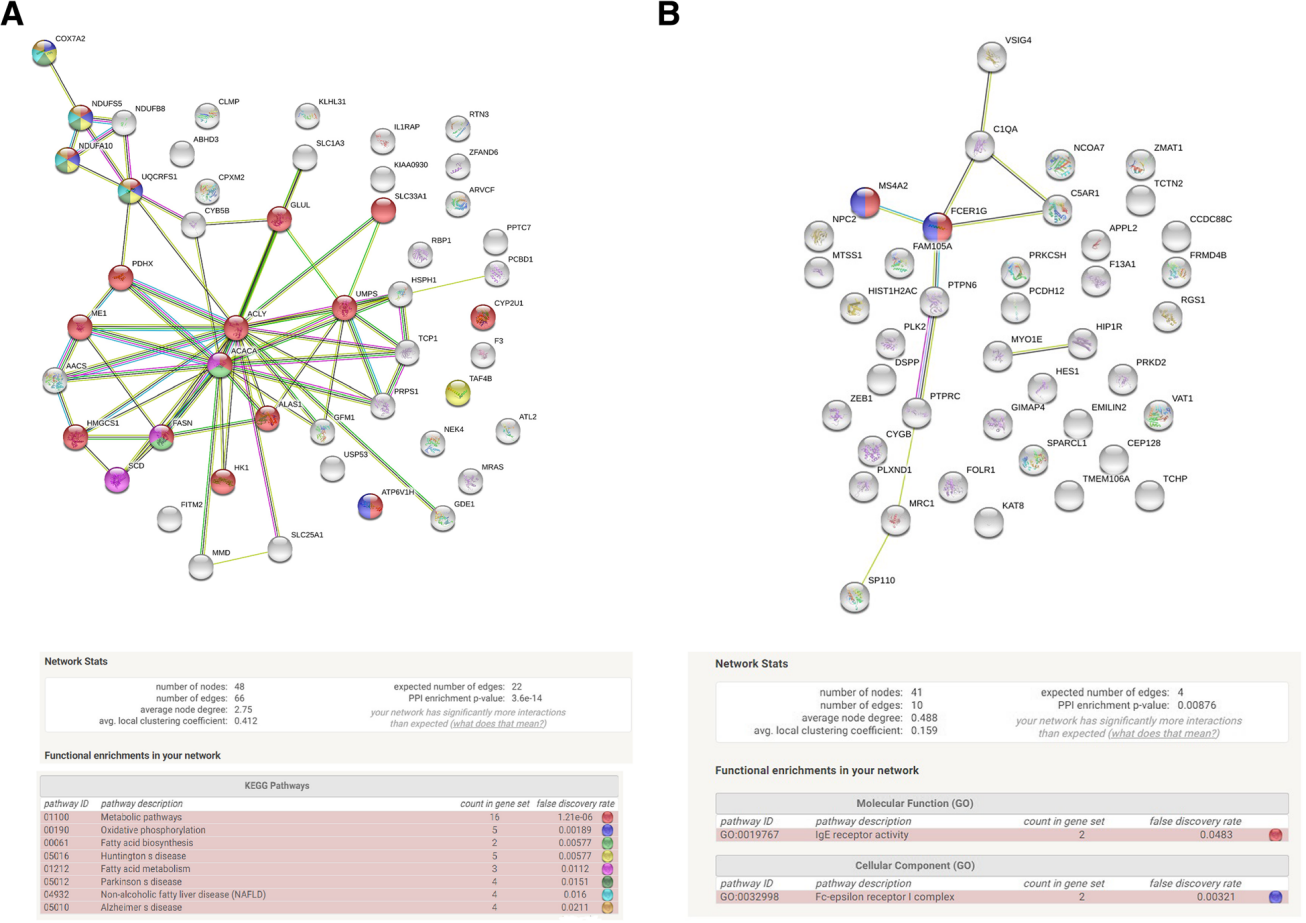
Network of interacting proteins obtained after String 10.0 bioinformatics software analysis (http://string-db.org) of DEGs in (–cDDGS+rapeseed oil) vs (+cDDGS+rapeseed oil) comparison. **a** DEGs downregulated in (+cDDGS+rapeseed oil), **b** DEGs upregulated in (+cDDGS+rapeseed oil genes)

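The genes of Table 4 correspond to 36 gene identifiers, 20 listed as upregulated and 16 as downregulated with cDDGS. Every one of the 36 changed in the listed direction in both comparisons. Between groups I and II, the 20 upregulated identifiers had log2 fold changes from 0.38 to 1.64 and the 16 downregulated ones from -1.01 to -0.48. In the combined comparison the ranges were 0.38 to 1.24 and -0.88 to -0.44. Exact permutation tests gave p-values between 5.8e-04 and 0.0262 for group II and between 2.0e-05 and 0.0122 for the combined groups. In edgeR's quasi-likelihood test, the adjusted p-values lay between 0.0393 and 0.263 for group II and between 0.0668 and 0.136 for the combined groups. DESeq2's Wald test gave an adjusted p-value under 0.05 for 18 of the 20 and 12 of the 16 in group II, and for all 36 in the combined comparison. The set was chosen by the paper for being significant in both comparisons, so these p-values are not independent of that choice. The paper takes the genes found in both comparisons as its high-confidence set.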

To further analyze the function of genes regulated by cDDGS, we proposed a set of high-confidence genes that were differentially expressed in both DESeq2 analyses (group I vs group II and group I vs group II + III + IV) (Table 4) and noticed that according to the literature, many are potential therapeutic targets in obesity, diabetes, and cardiovascular and neurodegenerative diseases.

### Validation of RNA-seq analysis by qPCR

We performed qPCR analysis of eight genes, five of which were downregulated *(ACACA, ACLY, FASN, FITM2,* and *ALAS)* and three of which were upregulated *(VSIG4, C5AR1,* and *MS4A2)* in group II (+cDDGS+rapeseed oil) (Additional file 1: Table S1). 

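In the RNA-seq counts, all 5 downregulated genes were lower in group II than in group I. FITM2 (ENSSSCG00000007372) had 62.7 ± 7.97 (SD, n = 7) CPM in group I and 35.7 ± 6.03 (SD, n = 6) in group II, a log2 fold change of -0.79 (standard error 0.13, adjusted p = 0.0393 from edgeR's quasi-likelihood test). ALAS1 (ENSSSCG00000011437) had 24.9 ± 6.69 (SD, n = 7) and 15.0 ± 2.93 (SD, n = 6) CPM, a log2 fold change of -0.71 (standard error 0.19, adjusted p = 0.211). The log2 fold changes of ACACA, ACLY and FASN (ENSSSCG00000029944) were -0.89, -1.57 and -0.99. Of the upregulated genes, MS4A2 (ENSSSCG00000013099) rose from 25.2 ± 15.6 (SD, n = 7) to 62.1 ± 15.4 (SD, n = 6) CPM, a log2 fold change of 1.32 (standard error 0.34, adjusted p = 0.211). VSIG4 and C5AR1 had log2 fold changes of 1.64 and 1.41. Exact permutation of the 13 pigs gave p-values from 0.000583 (FITM2) to 0.00932 (ACACA) for the 8 genes. In DESeq2's Wald test, the adjusted p-value was 0.0565 for ALAS1 and 0.0195 for MS4A2. The qPCR measurements are not in the files analysed here.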

The results of qPCR analysis for each dietary group are presented in Fig. 3. Statistical analysis with GLM procedure revealed significance of diet for *ACACA, FITM2, ALAS1, MS4A2* and *VSIG4* expression, while for *ACLY, FASN* and *C5AR1* trends were observed (*p* < 0.074, 0.063, 0.058 respectively). Sex was a significant factor only for *VSIG4* gene expression (Fig. 3). To compare fold changes obtained by RNA-seq and qPCR we used analysis with combined groups (group I) vs (group II + II + IV)(Additional file 3: Figure S1). All expression patterns obtained by qPCR were in the same direction as the patterns obtained by RNA-seq (Additional file 3: Figure S1). 

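The RNA-seq side of this comparison gave 5 genes lower and 3 genes higher in the combined groups (n = 16) than in group I (n = 7). The log2 fold changes were -0.75 for ACACA, -0.94 for ACLY, -0.84 for FASN (ENSSSCG00000029944), -0.52 for FITM2 and -0.56 for ALAS1. They were 1.24 for VSIG4, 1.14 for C5AR1 and 1.03 for MS4A2. The standard errors ranged from 0.14 (FITM2) to 0.41 (ACLY), and edgeR's adjusted p-values from 0.0755 (C5AR1) to 0.264 (ACLY). Exact permutation gave p = 0.000106 for C5AR1 and p = 0.0133 for ACLY, the smallest and the largest of the 8. ACLY also moved most with the processing, to -0.39 with DESeq2's shrunken fold changes. The paper reports that the RNA-seq and qPCR fold changes of these genes shared their directions (Figure S1).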

The Pearson correlation (R^2^ = 0.99) between the qPCR and RNA-seq results was highly significant, at *p* < 0000001.

**Fig. 3:**
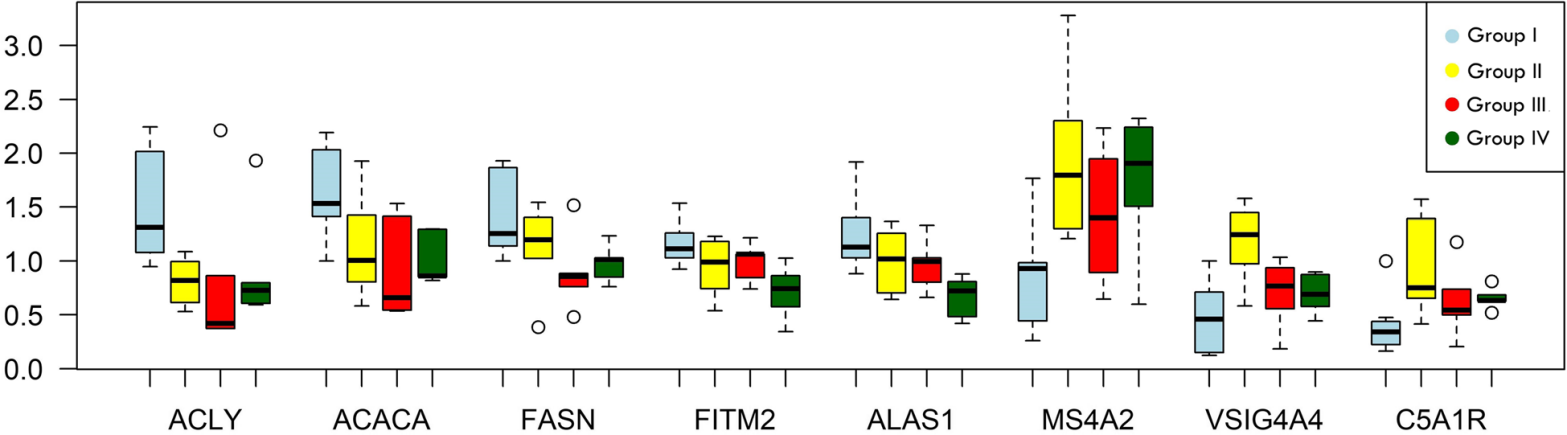
Results of qPCR analysis of selected genes in each dietary groups: group I (-cDDGS+rapeseed oil), group II (+cDDGS+rapeseed oil), group III (+cDDGS+beef tallow), group IV (+cDDGS+coconut oil) after GLM procedure with diet and sex as fixed factors. *p-value < 0.05, ** f3:2 *p*-value < 0.01, ns - *p* > 0.1

## Discussion

Using cDDGS in the human diet was proposed more than a decade ago due to its beneficial impact on cardiovascular diseases and possible use as a low-cost flavor enhancer and sodium reduction enabler (US Patents: 2004/0234630 and US20080160132A1). Recently, the idea of including DDGS as an ingredient in food has been reconsidered [8, 9]. Moreover, a new method for the mitigation of mycotoxins, which are the main hazardous contaminant of cDDGS, has been developed, increasing the safety of this byproduct [10]. Nevertheless, the putative molecular mechanisms by which cDDGS prevent cardiovascular diseases have not been identified to date. Several experiments conducted to investigate gene expression changes after the inclusion of cDDGS in the diet of animals [11–14] revealed that cDDGS influence the expression of nutrient receptor genes as well as immune-associated and lipid metabolic processes. It was shown, for example, that a diet based on cDDGS increased the number of goblet cells and the intestinal expression of the *MUC2, PEPT1* and *CASR* genes in pigs. The *PEPT1* and *CASR* genes are responsible, for the immune response and barrier function in piglets [11], an observation that corresponds well with our results demonstrating the upregulation of genes connected to immunity in adipose tissue. Interestingly, the authors also noted a reduction in the intestinal expression of the umami taste receptor *TAS1R3*, which has been suggested to precipitate in metabolic regulation. Our results show that cDDGS significantly change the expression of genes associated with metabolism (FDR < 1.51E-10) (Table 3) in adipose tissue. It is tempting to speculate that these changes may be the result of processes occurring in the gut after cDDGS consumption. Moreover, many metabolism-related genes have previously been reported as potential therapeutic targets in metabolic disorders as they are associated with several putative common pathomechanisms suggested in obesity, diabetes, cancer, cardiovascular and neurodegenerative diseases (Table 4).

**Table 3:** Panther Classification System analysis of enrichment of Biological processes. Molecular functions and reactome pathways among overexpressed genes in the animals fed control diet (-DDGS + rapeseed oil) when compared to animals fed (+DDGS+rapeseed oil) diet (FDR) - False Discovery Rate

	FDR
PANTHER GO-Slim Biological Process	
fatty acid biosynthetic process	2.61E-02
lipid metabolic process	4.87E-04
metabolic process	3.93E-02
coenzyme metabolic process	4.38E-04
PANTHER GO-Slim Molecular Function	
ligase activity	1.27E-05
catalytic activity	1.26E-02
Reactome pathways	
ChREBP activates metabolic gene expression	3.94E-06
Integration of energy metabolism	2.47E-02
Metabolism	1.51E-10
Activation of gene expression by SREBF (SREBP)	2.34E-02
Regulation of cholesterol biosynthesis by SREBP (SREBF)	4.18E-02
Metabolism of lipids and lipoproteins	3.10E-05
Fatty Acyl-CoA Biosynthesis	4.57E-05
Triglyceride Biosynthesis	3.36E-04
Fatty acid. Triacylglycerol. and ketone body metabolism	4.58E-04
Respiratory electron transport	3.04E-02
The citric acid (TCA) cycle and respiratory electron transport	1.61E-02

**Table 4:** Common genes differentially expressed in two comparisons: group I vs group II and group I vs group II + III + IV, related to human disease: NAFLD-Non Alcoholic Fatty Liver Disease, NASH –Non-Alcoholic SteatoHepatitis, OB-obesity, CAD-Cardiovascular Disease, T1D – diabetes Mellitus type I, T2DM – Diabetes Melitus type II, ND-Neurodegenarative Disease, ID – Immunity Disease

Regulation by cDDGS	official gene symbol	official gene name	Disease
up	*KAT8*	lysine acetyltransferase 8	NAFLD, NASH, cancer [43, 44]
up	*CYGB*	cytoglobin	OB,CAD, cancer [45, 46]
up	*GIMAP4*	GTPase, IMAP family member 4	T1D, ID [47]
up	*HIP1R*	huntingtin interacting protein 1 related	ND [48]
up	*CEP128*	centrosomal protein 128	
up	*FAM105A*	family with sequence similarity 105, member A	T2D [49]
up	*PCDH12*	protocadherin 12	CAD [50]
up	*C5AR1*	complement component 5a receptor 1	OB, ND, CAD [41, 42, 51]
up	*ZMAT1*	zinc finger matrin-type 1	
up	*VSIG4*	V-set and immunoglobulin domain containing 4	OB, ID [52]
up	*SP110*	SP110 nuclear body protein	ID [53]
up	*SPARCL1*	SPARC like 1	OB, CAD, ND, cancer [54–56]
up	*TCHP*	trichoplein keratin filament binding	
up	*DSPP*	dentin sialophosphoprotein	
up	*MS4A2*	membrane spanning 4-domains A2	ND, allergy
up	*MYO1E*	myosin IE	ND [57]
up	*NCOA7*	nuclear receptor coactivator 7	
up	*RGS1*	regulator of G protein signaling 1	CAD [58]
up	*ZEB1*	zinc finger E-box binding homeobox 1	OB, CAD [17, 18]
down	*FASN*	fatty acid synthase	OB, T2D, NAFLD, cancer [19, 20, 59]
down	*SLC25A1*	solute carrier family 25 member 1	cancer, T2D, ND [60]
down	*HMGCS1*	3-hydroxy-3-methylglutaryl-CoA synthase 1	OB, T2D, CAD [61]
down	*ALAS1*	5′-aminolevulinate synthase 1	OB, NAFLD, CAD, T2D, ND [62, 63]
down	*RTN3*	reticulon 3	T2D,CAD, ND [64, 65]
down	*AACS*	acetoacetyl-CoA synthetase	NAFLD, ND [66, 67]
down	*ARVCF*	ARVCF, delta catenin family member	CAD [68]
down	*UMPS*	uridine monophosphate synthetase	OB, cancer [69–71]
down	*NDUFB8*	NADH:ubiquinone oxidoreductase subunit B8	
down	*TAF4B*	TATA-box binding protein associated factor 4b	
down	*GFM1*	G elongation factor mitochondrial 1	
down	*NDUFS5*	NADH:ubiquinone oxidoreductase subunit S5	
down	*PDHX*	pyruvate dehydrogenase complex component X	T2D, ND [72]
down	*CYP2U1*	cytochrome P450 family 2 subfamily U member 1	
down	*FITM2*	fat storage-inducing transmembrane protein 2	OB. [73]

In our experiment, we observed the highest number of DDGS in two comparisons: -DDGS+rapeseed oil vs + cDDGS +rapeseed oil and -cDDGS +rapeseed oil vs + cDDGS+coconut oil (Additional file 1: Table S1). However, only the genes from the first comparison were highly connected to each other, as only this dataset created a significant network of interactions in STRING analysis (Fig. 3). The reason for the lack of significant interactions in group I vs group III and group I vs group IV may be the presence of two different dietary factors (cDDGS and fat), which could make the gene dataset too heterogeneous. We performed additional analysis of -cDDGS vs + cDDGS by combining all three groups with cDDGS to take advantage of a larger number of samples and to verify how many DEGs would still be significant with the additional dietary factors (beef tallow and coconut oil). Interestingly, many of the DEGs common in both analyses are connected to metabolic diseases and are considered potential therapeutic targets (e.g.*, FASN, RTN3)* (Table 4). 

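RTN3 (ENSSSCG00000013052) had 232 ± 34.7 (SD, n = 7) CPM in group I, 157 ± 26.9 (SD, n = 6) in group II and 170 ± 24.1 (SD, n = 16) in the combined groups. Its log2 fold change was -0.54 (standard error 0.13) against group II and -0.44 (standard error 0.09) against the combined groups. Exact permutation tests gave p = 0.00233 and p = 0.000114, and edgeR's adjusted p-values were 0.194 and 0.0668. FASN (ENSSSCG00000029944) fell by 0.99 and by 0.84 on the log2 scale in the same comparisons. Under DESeq2's Wald test the adjusted p-values of RTN3 were 0.0151 and 0.00671. For many of the genes found in both comparisons, the paper takes from the literature that they are potential therapeutic targets.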

In contrast, the comparison of group I with group III led us to identify only 13 DEGs, which suggests that cDDGS and beef tallow may have an opposite effect on these biological pathways. 

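The direct comparison of group II with group III, in which both diets contained cDDGS, gave 0 DEGs in edgeR's quasi-likelihood test of 10410 genes. None of the 54 gene identifiers named by the paper had an adjusted p-value under 0.05 between these groups. FASN (ENSSSCG00000029944) differed between group III and group II by a log2 fold change of 0.10 (standard error 0.36, adjusted p = 0.993), and FITM2 by 0.51 (standard error 0.16, adjusted p = 0.653). The adjusted p-values of F3 and IL1RAP were 0.497 and 0.52, with log2 fold changes of 1.09 and 0.90. With DESeq2's Wald test, 26 DEGs separated the groups, 13 higher and 13 lower in group III. The paper bases its proposal of opposite effects on the small number of DEGs between groups I and III.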

Previously, it was suggested that dietary fat and fiber have antagonistic effects on adipose inflammation [15]. In our experiment, the diets with cDDGS had only 3.2–4.7% more fat than the diets without cDDGS, but the diets differed considerably in the SFA:UFA ratio and PUFA n-6 content (Table 1), which suggests that the source and fatty acid composition of dietary fat may also be important in modulating metabolic and inflammatory pathways. 

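A direct comparison of groups II and IV, which differ in the added fat, gave 0 DEGs in edgeR's quasi-likelihood test of 10062 genes, with a smallest adjusted p-value of 0.251. Groups III and IV also gave 0 DEGs among 10230 genes. DESeq2's Wald test gave 2 DEGs between groups II and IV and 0 between groups III and IV. For group I against group IV, edgeR gave 0 DEGs and DESeq2 gave 155. Leaving out pigs in turn moved the edgeR number from 0 to 116, the latter without pig 53 of group IV. An effect of coconut oil without cDDGS was not measured, since no group received that diet. From its DEGs between groups I and IV, the paper proposes a synergistic effect of coconut oil and cDDGS.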

The comparison of -cDDGS+rapessed oil with +cDDGS+coconut oil resulted in the identification of 125 DEGs mainly engaged in metabolic processes and catalytic activity (data not shown), suggesting that coconut oil and cDDGS may have a synergistic effect on some metabolism-related genes. Nonetheless, the genes identified in this comparison did not create significant networks. 

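Of the 1475 genes with an unadjusted p-value under 0.05 in edgeR's test between groups I and IV, 854 were higher and 621 lower in group IV. Among the 373 genes with an adjusted p-value under 0.2, 257 were higher and 116 lower. There were 114 DESeq2 DEGs that were higher and 41 that were lower in group IV. For comparison, 676 genes were higher and 662 lower in group II among the 1338 genes with an unadjusted p-value under 0.05 between groups I and II.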

In addition, there was a strong prevalence of overexpressed to underexpressed genes in the +cDDGS+coconut oil group. Therefore, it would be interesting to further investigate the transcriptomic effects of the combination of cDDGS and coconut oil.

### Fatty acid biosynthesis is downregulated by cDDGS

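ACLY (ENSSSCG00000017421), the ATP citrate lyase, had 717 ± 411 (SD, n = 7) CPM in group I and 238 ± 63.4 (SD, n = 6) in group II, a log2 fold change of -1.57 (standard error 0.31, adjusted p = 0.143 from edgeR's quasi-likelihood test). SCD (ENSSSCG00000010554), the stearoyl-CoA desaturase, had 17184 ± 3415 (SD, n = 7) and 7975 ± 3256 (SD, n = 6) CPM, a log2 fold change of -1.09 (standard error 0.28, adjusted p = 0.211). Every pig of group II was below every pig of group I for SCD (exact permutation test, p = 0.000583, the smallest p that 7 pigs against 6 allow), and 5 of the 6 were for ACLY (p = 0.00291, exact). With each pig left out in turn, the log2 fold change stayed between -1.71 and -1.30 for ACLY and between -1.23 and -0.90 for SCD. DESeq2's Wald test gave adjusted p-values of 0.00048 and 0.0104.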

Several genes involved in fatty acid biosynthesis were downregulated by the presence of cDDGS in the diet (*FASN, ACLY,* and *SCD) (*Additional file 1: Table S1, Additional file 2: Table S2) (Fig. 3). A key enzyme of fatty acid biosynthesis, *FASN,* was downregulated when group I was compared to group II and to the combined three +cDDGS groups. 

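Reads of FASN, the fatty acid synthase, were counted on a pair of gene identifiers, so its expression is split between them. The first, ENSSSCG00000029944, had 7056 ± 2338 (SD, n = 7) CPM in group I and 3525 ± 1108 (SD, n = 6) in group II, a log2 fold change of -0.99 (standard error 0.26, adjusted p = 0.211 from edgeR's quasi-likelihood test). The other, ENSSSCG00000023044, had 2864 ± 883 (SD, n = 7) and 1411 ± 478 (SD, n = 6) CPM, a log2 fold change of -1.01 (standard error 0.26, adjusted p = 0.211). Exact permutation tests gave p = 0.00583 and p = 0.00466. In the combined groups ENSSSCG00000029944 had 3932 ± 1636 (SD, n = 16) CPM, a log2 fold change of -0.84 from group I (standard error 0.23, adjusted p = 0.113, exact permutation p = 0.00279). The log2 fold change of ENSSSCG00000029944 between groups I and II stayed between -1.09 and -0.83 with each pig left out in turn. It moved most, to -0.59 (adjusted p = 0.527), with the covariate for the share of reads outside genes, which was added after the files had been seen. With DESeq2's Wald test the adjusted p-values were 0.0212 for group II and 0.0339 for the combined groups. From the difference in both comparisons, the paper concludes that cDDGS downregulated this key enzyme of fatty acid biosynthesis.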

In the other comparisons, (group I vs group IV and group I vs group III), the differences were not statistically significant for RNA-seq, but qPCR analysis suggested that all three groups with cDDGS had decreased expression of *FASN* (Fig. 3). 

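Against group I with 7056 ± 2338 (SD, n = 7) CPM, FASN (ENSSSCG00000029944) had 3831 ± 2676 (SD, n = 5) in group III and 4522 ± 802 (SD, n = 5) in group IV. The log2 fold changes were -0.89 (standard error 0.35) and -0.63 (standard error 0.24), with adjusted p-values of 0.561 and 0.255 from edgeR's quasi-likelihood test. Exact permutation of the pigs for this gene alone gave p = 0.0253 and p = 0.0455. In group III, pig 48 had 8527 CPM and the next highest pig 3259, and with each pig left out in turn the log2 fold change ranged from -1.41 to -0.73. DESeq2's shrunken fold changes gave -0.39 for group III and -0.51 for group IV. From its qPCR, which is not in the files analysed here, the paper proposes a decreased FASN expression in all 3 groups with cDDGS.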

The same result was noted for the *ACLY, FITM2 and ACACA* genes. 

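ACACA (ENSSSCG00000017694), the acetyl-CoA carboxylase, had 1151 ± 463 (SD, n = 7) CPM in group I, 613 ± 136 (SD, n = 6) in group II, 659 ± 372 (SD, n = 5) in group III and 776.0 ± 275.1 (SD, n = 5) in group IV. Its log2 fold change from group I was -0.89 in group II, -0.81 in group III and -0.56 in group IV, with edgeR adjusted p-values of 0.211, 0.564 and 0.391. For ACLY the log2 fold changes were -1.57, -0.79 and -0.54, with standard errors of 0.31, 0.59 and 0.44. Exact permutation gave p = 0.00291 for ACLY in group II, p = 0.0669 in group III and p = 0.229 in group IV. Its differences in groups III and IV thus did not exceed the spread between pigs. In group III this rested on pig 48, with 1417 CPM of ACLY. The next highest pig of the group had 211 CPM, below the lowest pig of group I (322 CPM). FITM2 (ENSSSCG00000007372) fell from 62.7 ± 7.97 (SD, n = 7) CPM to 35.7 ± 6.03 (SD, n = 6) in group II, 51.2 ± 10.9 (SD, n = 5) in group III and 44.2 ± 11.1 (SD, n = 5) in group IV. Its adjusted p-values were 0.0393, 0.643 and 0.197, and the exact permutation p-values 0.000583, 0.0631 and 0.00758. Against the combined groups, edgeR's adjusted p-values were 0.121 for ACACA, 0.264 for ACLY and 0.0983 for FITM2. The largest change with the processing was in ACLY between groups I and III, which went from -0.79 to -1.64 with limma-voom and sample quality weights. From its qPCR, the paper proposes a lower expression of ACLY, FITM2 and ACACA in all groups with cDDGS.

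**Figure D2:**
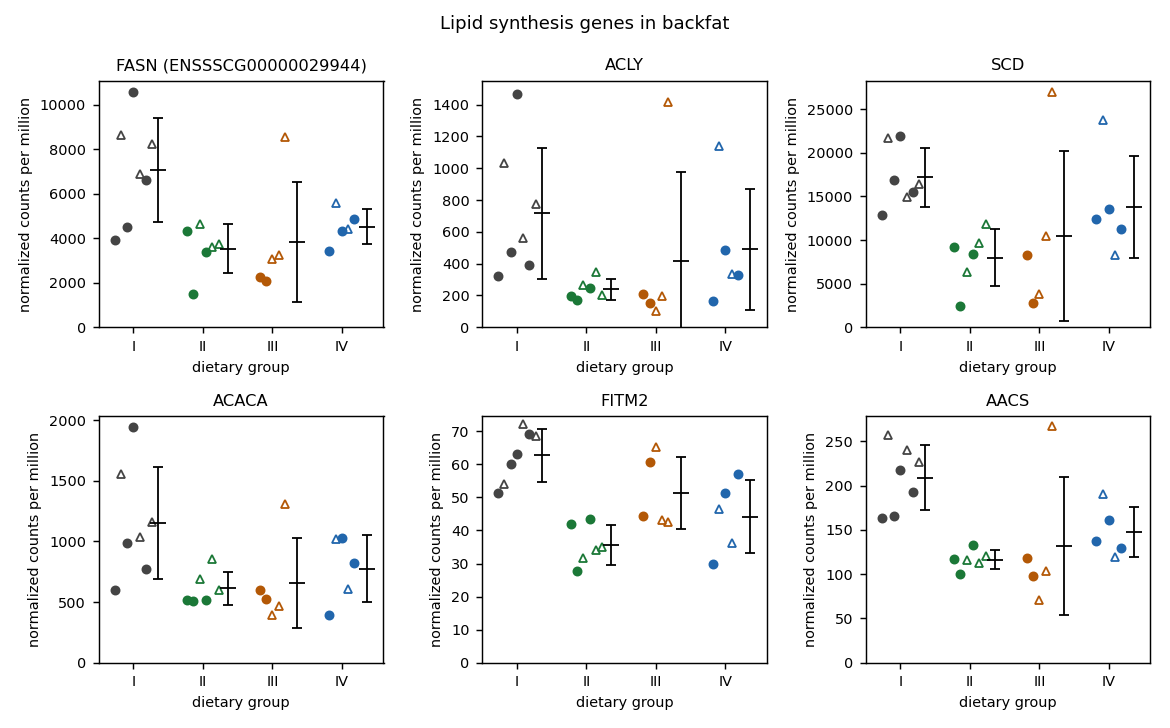
Expression of FASN, ACLY, SCD, ACACA, FITM2 and AACS in TMM-normalized CPM (y axes, from 0) by dietary group (x axes). Filled circles are females, open triangles are males, and the dash and bars give the mean ± SD, such as 62.7 ± 7.97 for FITM2 in group I and 35.7 ± 6.03 in group II.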

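KAT8 (ENSSSCG00000007762), a lysine acetyltransferase, had 15.0 ± 1.97 (SD, n = 7) CPM in group I, 22.2 ± 3.29 (SD, n = 6) in group II and 22.0 ± 3.79 (SD, n = 16) in the combined groups. Its log2 fold change was 0.59 (standard error 0.14, adjusted p = 0.189 from edgeR's quasi-likelihood test) against group II and 0.56 (standard error 0.12, adjusted p = 0.0668) against the combined groups. Every pig of group II, and 15 of the 16 pigs fed cDDGS, had more than every pig of group I (exact permutation tests, p = 0.000583 and p = 6.5e-05). ZEB1 was counted on a pair of identifiers. ENSSSCG00000020757 rose from 57.5 ± 8.01 (SD, n = 7) to 80.3 ± 7.34 (SD, n = 6) CPM in group II, a log2 fold change of 0.50 (standard error 0.11, adjusted p = 0.156), and its exact permutation p was 0.00117. ENSSSCG00000011025 rose by a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.263), with 1 of the 6 pigs above all of group I (exact permutation test, p = 0.0192). In the combined comparison the log2 fold changes of ZEB1 were 0.51 and 0.38, with edgeR adjusted p-values of 0.0668 and 0.114. KAT8 in group II moved most, to 0.44 (adjusted p = 0.436), with the later-added covariate for the share of reads outside genes, and DESeq2's Wald test gave it an adjusted p-value of 0.0258.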

Simultaneously, *KAT8,* a gene responsible for the acetylation and degradation of *FASN* [16], and *ZEB1*, a transcription factor which is a well-known adipogenesis repressor [17, 18], were upregulated in group II and in the combined groups with cDDGS (II + III + IV) when compared to group I. Recently, it has been proposed that *FASN* inhibitors have therapeutic utility in diseases associated with elevated lipogenesis, such as obesity, type 2 diabetes, and NAFLD. The first FASN inhibitor successfully advanced through the drug development process and is under clinical evaluation in oncology [19]. Moreover, it was shown that certain anti-diabetic foods, like baker’s yeast glucan (BYG) or tartary buckwheat extracts, downregulate genes responsible for fatty acid biosynthesis *(ACLY, ACC,* and *FASN.)* [19–22]. Our results show that cDDGS may have similar properties. In fact, as a byproduct of alcohol production, cDDGS contains a substantial amount of yeast debris [13]. It also contains high amounts of polyunsaturated fatty acids, which are well-known inhibitors of lipogenesis through the downregulation of *SCD* and *FASN* [23, 24]. In addition, cDDGS contain high amounts of fiber, which has strong anti-lipogenic activity [9]. A significant decrease in lipogenic gene expression (*ACACA, ACLY, FASN,* and *SCD*) in chickens and rats fed a fiber-enriched diet has been recently demonstrated [25, 26]. The potential mechanism by which dietary fiber decreases lipogenesis may be connected to altered gut microbiota and is currently being intensively investigated [27].

### Oxidative phosphorylation is downregulated by cDDGS

The second crucial process downregulated by cDDGS and connected to metabolic diseases was oxidative phosphorylation (Fig. 3b and Additional file 2: Table S2). In our study, we observed the upregulation of mitochondrial genes in animals fed a standard diet with no cDDGS. In particular, genes (*NDUFS5, NDUFA10, NDUFB8, COX7A2,* and *UQCRFS1*), *(COX8A)* and *(NDUFA10, NDUFB8, COX1,* and *UQCRQ)* were upregulated when group I was compared to groups II, IV and (II + III + IV), respectively (Additional file 1: Table S1 and Fig. 2a). 

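NDUFS5 (ENSSSCG00000003653), a subunit of respiratory complex I, had 93.8 ± 38.0 (SD, n = 7) CPM in group I and 48.3 ± 7.37 (SD, n = 6) in group II, a log2 fold change of -0.93 (standard error 0.26, adjusted p = 0.217 from edgeR's quasi-likelihood test). For this gene 0 pigs of group II lay below all pigs of group I, and the exact permutation test gave p = 0.0262. COX7A2 (ENSSSCG00000004480) fell from 27.3 ± 6.54 (SD, n = 7) to 15.6 ± 2.53 (SD, n = 6) CPM, with all 6 pigs of group II below all of group I (log2 fold change -0.78, adjusted p = 0.156, exact permutation p = 0.00233). NDUFA10, NDUFB8 and UQCRFS1 had log2 fold changes of -0.73, -0.79 and -0.72, adjusted p-values of 0.216, 0.16 and 0.156, and exact permutation p-values of 0.00758, 0.00175 and 0.00233. In group IV, COX8A (ENSSSCG00000013046) had 12.2 ± 1.46 (SD, n = 5) CPM against 18.4 ± 2.96 (SD, n = 7) in group I, a log2 fold change of -0.59 (standard error 0.14, adjusted p = 0.135, exact permutation p = 0.00126). In the combined groups, UQCRQ (ENSSSCG00000014289) fell from 12.9 ± 2.71 (SD, n = 7) to 8.31 ± 2.05 (SD, n = 16) CPM, a log2 fold change of -0.63 (adjusted p = 0.093). NDUFB8 and NDUFA10 fell there by 0.63 and 0.51 on the log2 scale, with adjusted p-values of 0.11 and 0.131. COX1 is paired with no identifier in the paper's tables and was not analysed here. NDUFA10 in group II moved most under the covariate for reads outside genes that was added later, to -0.38 (adjusted p = 0.545), while DESeq2's Wald test gave adjusted p-values from 0.0124 (COX7A2) to 0.0565 (NDUFA10) in group II. From the lower expression of these genes with cDDGS, the paper concludes that oxidative phosphorylation was downregulated.

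**Figure D3:**
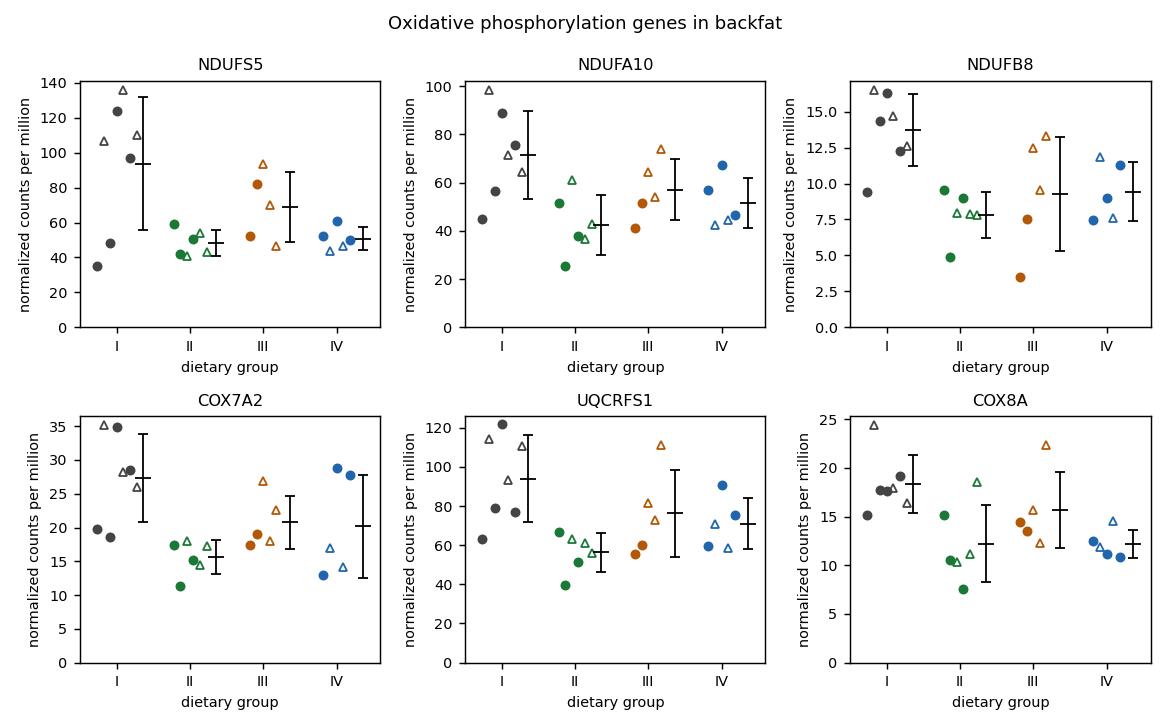
Expression of NDUFS5, NDUFA10, NDUFB8, COX7A2, UQCRFS1 and COX8A in TMM-normalized CPM (y axes, from 0) by dietary group (x axes). Filled circles are females, open triangles are males, and the dash and bars give the mean ± SD, such as 27.3 ± 6.54 for COX7A2 in group I and 15.6 ± 2.53 in group II.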

Since the standard diet for pigs may be considered obesity-inducing, we speculate that the addition of cDDGS prevents diet-induced mitochondrial hyperactivation and possible mitochondrial dysfunction in the long term. In obesity and neurodegenerative diseases, impaired mitochondrial activity and biogenesis were observed [28, 29]. It has been recently demonstrated that mitochondrial alterations in the adipose tissue of mice are biphasic after diet-induced oxidative stress [30]. After two months of a high fat - high sucrose diet, mitochondrial biogenesis increased, while after 12 months, a substantial decrease was observed, accompanied by mitochondrial ultrastructure changes. Similarly, it was shown that in humans, yeast, worms, flies, mice, and monkeys that middle-age is accompanied by increased mitochondrial activity that subsequently declines at advanced ages [31]. A decrease in mitochondrial activity has been proposed as an anti-senescence strategy, since mitochondrial dysfunction and a hyperactive TCA cycle are important contributors to senescence [32, 31]. Interestingly, it has been recently shown that the *KAT8* gene, which was upregulated by the addition of cDDGS in our experiment, regulates oxidative phosphorylation by controlling the expression of respiratory genes [33]. 

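KAT8 (ENSSSCG00000007762) was close to the same level in the 3 groups that received cDDGS, with 22.2 ± 3.29 (SD, n = 6) CPM in group II, 20.9 ± 1.36 (SD, n = 5) in group III and 22.8 ± 6.01 (SD, n = 5) in group IV, against 15.0 ± 1.97 (SD, n = 7) in group I. The raw counts of this gene ranged from 41 to 110 per pig in groups I and II. Between the groups with cDDGS, its log2 fold change was -0.11 for group III over group II and 0.01 for group IV over group II, with standard errors of 0.14 and 0.19. With each pig left out in turn, the log2 fold change between groups I and II stayed between 0.51 and 0.64, and with DESeq2's shrunken fold changes it was 0.52. From a cited report that KAT8 controls respiratory genes, the paper proposes that its altered expression may underlie the changes in fatty acid biosynthesis and in electron transport.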

This finding suggests that deregulation of this gene may be responsible for the alterations in respiratory electron transport and fatty acid biosynthesis observed in our study.

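CYB5B (ENSSSCG00000002756), a cytochrome b5 of the mitochondrial outer membrane, had 42.4 ± 9.01 (SD, n = 7) CPM in group I and 25.1 ± 3.32 (SD, n = 6) in group II. Its log2 fold change was -0.73 (standard error 0.15, adjusted p = 0.156 from edgeR's quasi-likelihood test), and all 6 pigs of group II were below all of group I (exact permutation test, p = 0.00117). PDHX (ENSSSCG00000013298) fell from 97.5 ± 20.9 (SD, n = 7) to 63.5 ± 12.4 (SD, n = 6) CPM, a log2 fold change of -0.60 (standard error 0.16, adjusted p = 0.211, exact permutation p = 0.00874). For ALAS1 and ACLY, 4 and 5 of the 6 pigs of group II were below all of group I, with exact permutation p-values of 0.00583 and 0.00291. The adjusted p-values of DESeq2's Wald test were 0.00736 for CYB5B, 0.0565 for PDHX, 0.0565 for ALAS1 and 0.00048 for ACLY. ACLY moved most, to a log2 fold change of -1.05 with DESeq2's shrunken fold changes, and PDHX was at -0.32 (adjusted p = 0.551) with the covariate for reads outside genes that was added after the files had been seen.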

There were several downregulated genes (*ALAS1, CYB5B, PDHX,* and *ACLY*) (Fig. 3b) that were linked to both of the previously mentioned processes: fatty acid metabolism and cellular respiration. *ACLY* catalyzes the synthesis of acetylcoenzyme A, which is the main substrate in fatty acid biosynthesis as well as in the TCA cycle, while *ALAS 1* catalyzes heme biosynthesis for cytochrome P450, the terminal oxidase enzyme in the electron transfer chain. It has been recently proposed that heme biosynthesis is linked to adipogenesis through mitochondrial respiratory activity [34]. Researchers hypothesized that heme biosynthesis is required to achieve optimal adipocyte differentiation by sustaining mitochondrial function.

### Complement and coagulation cascade are upregulated by cDDGS

Previous studies indicate that cDDGS may have a stimulatory effect on the immunity of animals [12–14, 35]. The results of our experiment support this hypothesis since we observed that cDDGS significantly affect adipose expression of genes connected to immunity. STRING analysis of DEGs in group I (-cDDGS+rapeseed oil) vs group II (+cDDGS+rapeseed oil) shows that the addition of cDDGS results in differential expression of complement and coagulation cascade genes *(C1Q, C5AR1, F3,* and *F13A1)* (Fig. 3a) as well as IgE receptor activity and Fc epsilon receptor complex genes (*FCER1G* and *MS4A2)* (Additional file 2: Table S2). 

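C1QA (ENSSSCG00000003524), which Table S1 also lists under another symbol, had 14.3 ± 7.68 (SD, n = 7) CPM in group I and 40.4 ± 13.3 (SD, n = 6) in group II, with all 6 pigs of group II above all of group I. Its log2 fold change was 1.51 (standard error 0.32, adjusted p = 0.156 from edgeR's quasi-likelihood test, exact permutation p = 0.00117). F13A1 (ENSSSCG00000024310) rose from 10.7 ± 6.82 (SD, n = 7) to 27.4 ± 11.5 (SD, n = 6) CPM, a log2 fold change of 1.34 (standard error 0.38, adjusted p = 0.221, exact permutation p = 0.0117). F3 (ENSSSCG00000022447) went the other way, from 205 ± 92.4 (SD, n = 7) to 87.3 ± 37.2 (SD, n = 6) CPM, a log2 fold change of -1.21 (standard error 0.32, adjusted p = 0.211, exact permutation p = 0.0105). The IgE receptor genes FCER1G (ENSSSCG00000006357) and MS4A2 (ENSSSCG00000013099) had log2 fold changes of 1.18 and 1.32, with adjusted p-values of 0.211 and 0.211 and exact permutation p-values of 0.00816 and 0.00408. FCER1G had 6.49 ± 2.42 (SD, n = 7) CPM in group I and 14.7 ± 7.58 (SD, n = 6) in group II. Leaving out pigs in turn moved the log2 fold change of FCER1G between 0.87 and 1.37, and DESeq2's shrunken fold changes gave 0.99 for C1QA and 0.77 for F13A1. In DESeq2's Wald test, the adjusted p-values ranged from 0.0027 (C1QA) to 0.0459 (F13A1). The paper takes the changes in these genes as evidence that cDDGS affects immunity genes in adipose tissue.

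**Figure D4:**
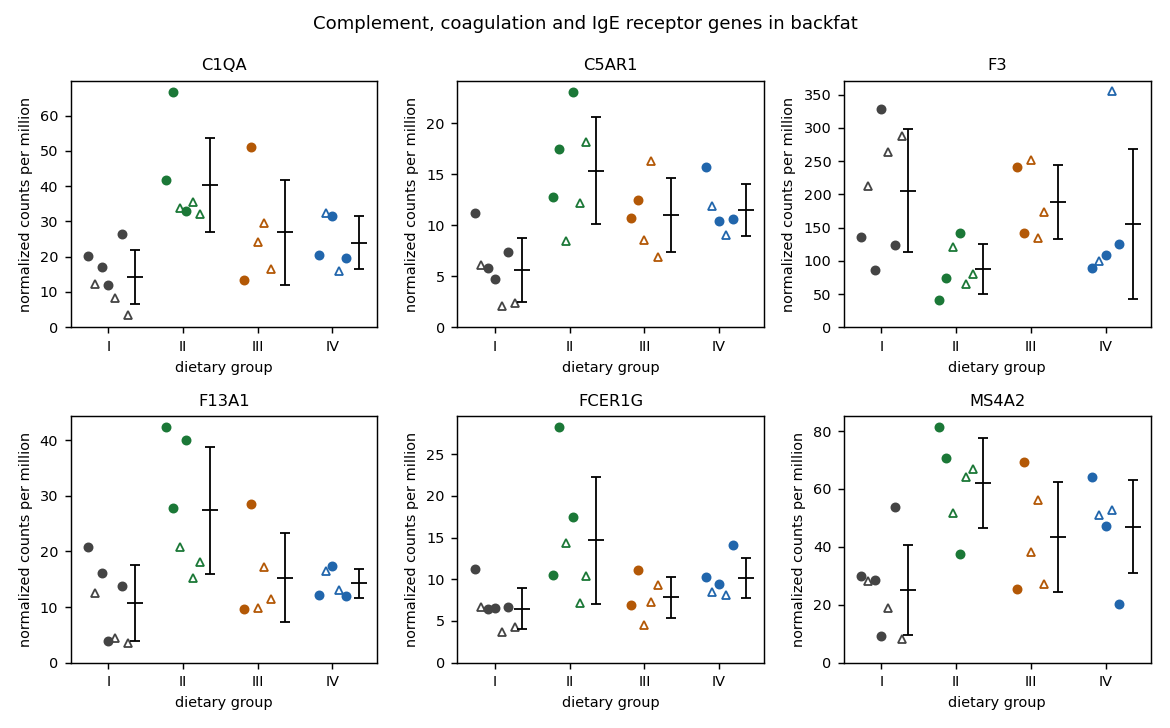
Expression of C1QA, C5AR1, F3, F13A1, FCER1G and MS4A2 in TMM-normalized CPM (y axes, from 0) by dietary group (x axes). Filled circles are females, open triangles are males, and the dash and bars give the mean ± SD, such as 14.3 ± 7.68 for C1QA in group I and 40.4 ± 13.3 in group II.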

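Against the combined groups (n = 16), the log2 fold changes were 1.12 for C1QA, 1.14 for C5AR1, 1.03 for MS4A2, 0.85 for F13A1 and 0.75 for FCER1G, all higher with cDDGS, and -0.54 for F3, lower with cDDGS. Exact permutation gave p-values of 0.00106, 0.000106, 0.00168, 0.0113, 0.013 and 0.0953 in that order. The edgeR adjusted p-values were 0.108, 0.0755, 0.114, 0.224, 0.19 and 0.393. DESeq2's Wald test put C1QA, C5AR1 and MS4A2 under 0.05 (adjusted p = 0.0177, 0.00551 and 0.0244), and not F13A1 (0.123), FCER1G (0.0942) or F3 (0.416). The largest change with the processing was in C1QA, to 0.70 with DESeq2's shrunken fold changes.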

These genes (except for *FCER1G)* were also downregulated in the group with no cDDGS in the diet (group I) compared to the combined +cDDGS groups (II + III + IV) (Additional file 1: Table S1). Two additional genes related to the complement system *(C1QTNF6* and *C1QTNF9)* were differentially expressed in group I compared to the(+cDDGS +coconut oil) and (+cDDGS +beef tallow groups), respectively. 

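C1QTNF6 (ENSSSCG00000030325) had 26.0 ± 9.10 (SD, n = 7) CPM in group I, 11.5 ± 4.41 (SD, n = 5) in group III (+cDDGS+beef tallow) and 14.3 ± 7.11 (SD, n = 5) in group IV (+cDDGS+coconut oil). Its log2 fold change was -1.18 in group III (standard error 0.28, adjusted p = 0.478 from edgeR's quasi-likelihood test, exact permutation p = 0.00505) and -0.82 in group IV (adjusted p = 0.24, exact permutation p = 0.0265). C1QTNF9 (ENSSSCG00000009285) had 4.09 ± 0.94 (SD, n = 7) CPM in group I, 5.4 ± 1.2 (SD, n = 5) in group III and 8.74 ± 3.82 (SD, n = 5) in group IV. Its log2 fold change was 1.07 in group IV (standard error 0.27, adjusted p = 0.135, exact permutation p = 0.00253) and 0.36 in group III (adjusted p = 0.698, exact permutation p = 0.0467). In DESeq2's Wald test, the adjusted p-value was 0.0359 for C1QTNF6 in group III and 0.0298 for C1QTNF9 in group IV. The covariate for reads outside genes, added after the files had been seen, moved C1QTNF6 in group IV most, to -0.19.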

Activation of complement cascades enhances the removal of bacteria and apoptotic cells and regulates inflammation. Both excessive stimulation and inhibition of this system negatively affect organisms. Chronic low-grade inflammation is considered one of the main factors contributing to the pathogenesis of obesity and neurodegenerative and cardiovascular diseases. Inflammation is initiated by polarization of M0 macrophages into pro-inflammatory M1 macrophages, while polarization to M2 macrophages has anti-inflammatory effects and is responsible for the phagocytosis of apoptotic cells. Recently, it has been shown that the *VSIG4* gene, which was one of the most upregulated genes by cDDGS in our study, (Additional file 1: Table S1) inhibits macrophage-mediated inflammation, high-fat diet-induced obesity, insulin resistance, severe fibrinogen formation in the liver, mitochondrial oxidation and ROS formation [36]. 

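VSIG4 (ENSSSCG00000012364), an immunoglobulin-domain receptor of macrophages, had the largest log2 fold change among the upregulated genes of Table 4. It had 4.09 ± 2.90 (SD, n = 7) CPM in group I and 13.0 ± 3.12 (SD, n = 6) in group II, a log2 fold change of 1.64 (standard error 0.37, adjusted p = 0.16 from edgeR's quasi-likelihood test). All 6 pigs of group II were above all 7 of group I (exact permutation test, p = 0.00233). Counts were low, from 3 to 79 reads per pig in these groups. In group III it had 7.53 ± 3.79 (SD, n = 5) CPM and in group IV 8.33 ± 2.71 (SD, n = 5), and over the combined groups the log2 fold change was 1.24 (standard error 0.34, adjusted p = 0.114, exact permutation p = 0.00177). Between groups I and II it moved most, to 0.97 (adjusted p = 0.00528), with DESeq2's shrunken fold changes. The paper sets this rise beside the reported role of VSIG4 in inhibiting inflammation driven by macrophages.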

Researchers demonstrated that *VSIG4* reprograms mitochondrial pyruvate metabolism by increasing PDK2 expression in macrophages and the phosphorylation of pyruvate dehydrogenase (PDH) complex PDH-E. In our study, we observed that the upregulation of the *VSIG4* gene in the +cDDGS groups (Additional file 1: Table S1) was accompanied by the downregulation of subunit E3 of the pyruvate dehydrogenase-PDHX complex component X, suggesting that not only the phosphorylation of PDH but also the downregulation of the *PDHX*-E3 binding protein subunit of the pyruvate dehydrogenase complex may contribute to the decrease in PDH activity. 

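PDHX (ENSSSCG00000013298), the E3-binding component X of the pyruvate dehydrogenase complex, had 97.5 ± 20.9 (SD, n = 7) CPM in group I and 69.4 ± 13.0 (SD, n = 16) in the combined groups, a log2 fold change of -0.48 (standard error 0.12, adjusted p = 0.0983 from edgeR's quasi-likelihood test). Exact permutation gave p = 0.00177, and 4 of the 16 pigs with cDDGS were below every pig of group I. VSIG4 rose in the same comparison by a log2 fold change of 1.24. DESeq2's Wald test gave adjusted p-values of 0.0308 for PDHX and 0.0228 for VSIG4, and DESeq2's shrunken fold changes moved VSIG4 most, to 0.69. From the rise of VSIG4 and the fall of PDHX, the paper proposes a lower activity of pyruvate dehydrogenase.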

In fact, mutation of the *PDHX* gene was shown to result in pyruvate dehydrogenase deficiency [37] in Moroccan patients, supporting our hypothesis.

There were several other anti-inflammatory murine markers among the genes upregulated by cDDGS (*MRC1* and *FOLR1*) [38] (Additional file 1: Table S1), while some pro-inflammatory markers were downregulated in this group (*IL1RAP)* (Additional file 1: Table S1), suggesting that cDDGS may have anti-inflammatory properties. 

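FOLR1 (ENSSSCG00000022236), a folate receptor, rose from 40.1 ± 9.08 (SD, n = 7) CPM in group I to 75.2 ± 9.72 (SD, n = 6) in group II, a log2 fold change of 0.92 (standard error 0.15, adjusted p = 0.0393 from edgeR's quasi-likelihood test). Every pig of group II was above every pig of group I, which gave the smallest p the exact permutation test allows here, p = 0.000583. MRC1 (ENSSSCG00000011038), the macrophage mannose receptor, rose from 53.6 ± 30.3 (SD, n = 7) to 120 ± 34.9 (SD, n = 6) CPM (log2 fold change 1.18, standard error 0.32, adjusted p = 0.216, exact permutation p = 0.00408). IL1RAP (ENSSSCG00000021206), the interleukin 1 receptor accessory protein, fell from 76.7 ± 16.5 (SD, n = 7) to 43.2 ± 14.7 (SD, n = 6) CPM (log2 fold change -0.81, standard error 0.20, adjusted p = 0.211, exact permutation p = 0.0035). MRC1 moved most with the processing, to 0.77 with DESeq2's shrunken fold changes. Adjusted p-values from DESeq2's Wald test were 1.9e-05 for FOLR1, 0.0372 for MRC1 and 0.0258 for IL1RAP. The paper proposes from these markers that cDDGS may be anti-inflammatory.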

On the other hand, *C5AR1*, which was also upregulated after the addition of cDDGS, is connected to inflammation. 

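C5AR1 (ENSSSCG00000029371), the receptor of complement component C5a, had 5.64 ± 3.13 (SD, n = 7) CPM in group I and 15.4 ± 5.23 (SD, n = 6) in group II, and 5 of the 6 pigs of group II were above all of group I. The log2 fold change was 1.41 (standard error 0.32, adjusted p = 0.161 from edgeR's quasi-likelihood test, exact permutation p = 0.00233). Over the combined groups it was 1.14 (standard error 0.26, adjusted p = 0.0755, exact permutation p = 0.000106). DESeq2's shrunken fold changes moved it most, to 0.92 between groups I and II. The paper sets this rise of an inflammation-related gene against the anti-inflammatory markers.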

Moreover, the inhibition of *C5AR1* is proposed as a therapeutic strategy in cardiovascular diseases; nonetheless, the role of *C5AR1* in obesity and inflammation is still not fully understood. It was recently shown that *C5AR1* plays an important role in cardiac regeneration [39] and B-1 cell homeostasis [40]. Additionally, some researchers observed downregulation of *C5AR1* expression in adipose tissue with increasing body mass index in women [41], while other researchers reported upregulation of *C5AR1* expression in acquired adiposity in monozygotic twins [42]. Our results suggest a strong connection between diet and macrophage polarization and adipose inflammation, but we are not able to clearly state its consequences for health. Therefore, further in vitro investigations are needed to fully evaluate the effects of the bioactive ingredients of cDDGS on these processes in adipose tissue. The same finding applies to IgE receptor activation *(FCER1G, MS4A2),* which is mainly triggered by the presence of parasites or bacteria and connected to allergy response.

In the case of cDDGS, the factor that may activate the complement system may be beta-glucan, which is an element of dietary fiber of grain origin that can be present also in yeast cell walls. Upregulation of inflammation and immunity genes was observed in pigs fed a high-fat high-fiber diet [15]. Researchers concluded that dietary fat and fiber may have an antagonistic effect on proinflammatory and anti-inflammatory signaling pathways. However, contrary to our results, those researchers observed immune gene modulation only in perirenal fat but not in subcutaneous fat. It is possible that cDDGS may have much stronger effects than fiber from straw, leading to gene expression modulation also in subcutaneous fat. On the other hand, such a reaction may be the result of the presence of mycotoxins in cDDGS. Biochemical analysis revealed no such contamination in our feed; however, due to the wide range of feed contaminants, it cannot be completely ruled out.

The limitation of our study is that our observation has not been proven using in vitro cultured porcine adipocytes; however, this genome-wide experiment confirmed several previous reports on in vitro and in silico interactions between regulatory genes of fatty acid biosynthesis and genes coding for enzymes engaged in this process in human and murine cells [16, 17]. Including both sexes in the experiment could also be considered a limitation; however, to assess possible bias, we performed DESeq2 analysis of 6 samples from group I vs 6 samples from group II with balanced sexes and found that the differences are negligible. 

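The sex-balanced comparison was repeated by leaving out pig 7 of group I, the sample absent from Table S4. Then 111 DEGs were found in DESeq2's Wald test, 53 higher and 58 lower in group II, of which 89 are among the 110 DEGs of Table S4. Of the 86 DESeq2 DEGs found with all pigs, 68 remained. The log2 fold changes differed from those in Table S4 by at most 0.00864. In edgeR's quasi-likelihood test, 0 DEGs were found without pig 7 against 3 with all pigs. With sex as covariate and all pigs kept, edgeR gave 5 DEGs and DESeq2 gave 139. From the overlap of its lists, the paper concludes that the imbalance of sexes had a negligible effect.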

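Without pig 7 of group I, DESeq2's log2 fold change between groups I and II was -1.0 for FASN (ENSSSCG00000029944, adjusted p = 0.0254), -1.68 for ACLY (adjusted p = 4.4e-05), 1.95 for VSIG4 (adjusted p = 5.6e-05) and 1.74 for C1QA (adjusted p = 4.4e-05). Of the respiratory genes, UQCRFS1 had -0.76 (adjusted p = 0.00727), while NDUFS5 had -0.93 (adjusted p = 0.0546) and NDUFA10 -0.71 (adjusted p = 0.0708). In edgeR's test the same pigs gave FASN an adjusted p-value of 0.218 and VSIG4 one of 0.0809.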

The key identified genes are among statistically significant genes in both analysis (Additional file 4: Table S4). Moreover functional analysis with String software showed that genes engaged in discussed pathways (fatty acid biosynthesis, oxidative phosphorylation and complement and coagulation cascade) pathways are overrepresented in this dataset (Additional file 4: Table S4). Some doubts may arise from the fact that the diets containing cDDGS had a slightly higher fat content than the other diets, but the difference was only ~ 4%, which is not enough to individually induce such changes in the transcriptome.

## Conclusions

Currently, obesity, cardiovascular and neurodegenerative diseases are some of the main causes of death in highly developed countries. This problem has also begun to include domestic animals such as dogs or cats, and cDDGS seems to be a product that could counteract these disorders. The results of our research show that the addition of cDDGS to the diet causes a reduction in the expression of genes involved in lipogenesis and cellular respiratory processes while stimulating the genes of the immune system. 

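Across the genes the paper names, 50 gene identifiers were compared between groups I and II, of which 25 were higher and 25 lower in group II. Exact permutation tests gave a p-value under 0.05 for all 50, also after Benjamini-Hochberg adjustment among them, but the genes had been chosen by the paper for their change in these same pigs. In edgeR's test over all genes 3 of the 50 had an adjusted p-value under 0.05, and in DESeq2's Wald test 43. With the covariate for reads outside genes, which was added after the files had been seen, DESeq2 gave 3. From the lower lipogenic and respiratory genes and the higher immune genes, the paper concludes that cDDGS in the diet changes these processes in backfat.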

The use of this product in livestock diets for many years shows the relative safety of cDDGS; however, further studies are required on laboratory animals and in in vitro cultures to fully understand the molecular mechanisms that are activated after the addition of cDDGS. Moreover, isolating biologically active components of cDDGS and exploring their activity would be useful in assessing the potential of cDDGS as a health-promoting component of the diet.

## Materials and methods

### Animals and diets

All procedures included in this study relating to the use of live animals were in agreement with the local Ethics Committee for Experiments with Animals in Cracow (Resolution No 912, of the day 26.04.2012).

The experiment was performed at the pig farm of the Experimental Station of the National Research Institute of Animal Production on the pigs born there. National Research Institute of Animal Production was the owner of all animals used in the study. Experimental procedures regarding the nutrition, housing and management of the animals are described elsewhere [6, 7]. Briefly, 32 crossbred fatteners originating from sows (Polish Landrace × White Large Polish) mated with a boar (Duroc × Pietrain) were kept in individual straw-bedded pens in uniform conditions. The animals were healthy and as similar in regard to weight as possible. The animals were divided into four dietary groups, eight pigs in each group (four gilts and four barrows). The diets of all groups were isonitrogenous and isoenergetic and were formulated to cover the nutritional requirements of the pigs. The ingredient composition and nutritive value of the diets, as well as the fatty acid compositions of the fat sources and feed mixtures, are presented elsewhere [6]. Briefly, the diets differed among each other in terms of the presence of 20% cDDGS and a source of fat: group I = -cDDGS+ 3% rapeseed oil, group II = +cDDGS+ 3% rapeseed oil, group III = +cDDGS+ 3% beef tallow, and group IV = +cDDGS+ 3% coconut oil. The control diet in group I was characterized by a slightly lower amount of crude fat (13.7% vs 16.5–18.4%), a lower amount of fiber and a slightly higher amount of starch (45.4% vs 38.9–39.5%) compared to the diet in the other groups, while the dietary content of crude protein was similar among all groups (Table 5). Experimental fattening lasted from 60 to 118 kg of live animal weight (approximately two months).. At the end of the experiment, the pigs were transferred to a professional slaughterhouse, where they were slaughtered in accordance with the legal regulations in force at the commercial slaughterhouse. No other pharmacological anesthesia and euthanasia methods were used. The experiment was planned for the sequencing of 24 libraries, and the 7 samples most uniform in regard to weight from each dietary group of backfat were collected for transcriptome analysis (one extra for each group) and stored in a freezer (− 85 °C). The meat from the experimental animals was intended for consumption, since the dietary treatments did not contain any harmful components.

**Table 5:** Nutritional values and fatty acids composition (g/100 g of detected fatty acids) of feed mixtures used in the experiment

Item	Group I (-cDDGS +rapeseed oil)	Group II (+cDDGS +rapeseed oil)	Group III (+cDDGS +beef tallow)	Group IV (+cDDGS +coconut oil)
Metabolizable energy (MJ)	13.5	13.8	13.6	13.8
Crude protein (g)	165.0	162.0	161.0	161.0
Crude fiber (g)	38.5	42.3	42.3	42.3
Crude ash (g)	45.2	42.5	42.6	42.6
N-free extractives (g)	581.7	568.4	568.7	568.7
Crude fat(g)	49.6	68.8	66.5	68.5
Crude fat, % of total ME	13.7	18.4	16.5	18.1
Starch (g)	425.0	372.0	372.0	372.0
Starch, % of total ME	45.4	38.9	39.5	39.0
C8:0	0.13	0.07	0.13	3.81
C10:0	–	–	0.19	3.53
C12:0	0.50	0.26	0.76	25.1
C14:0	0.25	0.25	0.95	6.85
C16:0	12.4	11.0	19.8	11.6
C16:1	0.20	0.18	0.86	0.18
C18:0	2.35	2.56	8.96	2.50
C18:1	43.0	35.5	31.2	15.20
C18:2	30.3	41.1	31.9	27.7
C18:3	5.27	5.28	2.72	1.97
γC18:3	0.06	–	0.02	–
C20:0	0.96	0.81	0.53	0.36
C20:4	0.04	0.03	0.09	0.02
C20:5	0.14	0.10	0.05	0.05
C22:0	0.71	0.50	0.22	0.19
C22:1	1.22	0.77	0.43	0.33
C22:6	0.62	0.43	0.21	0.15
SFA^a^	17.35	15.5	31.6	53.9
UFA^a^	80.9	83.4	67.5	45.6
MUFA^a^	44.4	36.4	32.4	15.7
PUFA n-6^a^	30.4	41.1	32.1	27.7
PUFA n-3^a^	6.04	5.80	2.98	2.16
PUFA^a^	36.4	46.9	35.1	29.9
SFA/UFA ratio	0.21	0.19	0.47	1.18
IV, g/100g^b^	104.5	116.2	90.5	66.6

^a^Sum of fatty acids: saturated (SFA), unsaturated (UFA), monounsaturated (MUFA) polyunsaturated (PUFA)

^b^IV—iodine value of fat

### RNA isolation, RNA-seq and qPCR procedures

Total RNA was isolated using the Direct-zol RNA kit (Zymo Research, Irvine, CA) according to the manufacturer’s protocol. The quality and concentration of the obtained RNA were evaluated on a TapeStation Instrument (Agilent Technologies, Inc., Santa Clara, CA). Since we could not obtain undegraded RNA from our samples (probably due to the problems with the freezer) we decided to employ the SMARTer Stranded Total RNA Sample Prep Kit - HI Mammalian (Takara, Clontech, Mountain View, CA) dedicated for library construction from total RNA with a RIN (RNA integrity number) between 3 and 10. 

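RNA integrity numbers (RIN) as given in Table S3 ranged from 3.8 to 6.1 over the 23 pigs. The mean was 4.71 ± 0.76 (SD, n = 7) in group I, 5.1 ± 0.66 (SD, n = 6) in group II, 5.18 ± 0.78 (SD, n = 5) in group III and 5.00 ± 0.54 (SD, n = 5) in group IV. Group I and the combined groups differed by 0.38 (exact permutation test, p = 0.232), less than the spread between pigs. With RIN as covariate, edgeR's test gave 0 DEGs between groups I and II. DESeq2 gave 112 there, against 86 without it. In the other comparisons with group I the DESeq2 DEGs fell, from 12 to 7 in group III, from 155 to 72 in group IV and from 159 to 130 in the combined groups.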

We obtained satisfactory RNA from 23 samples (Additional file 5: Table S3). A 260 /280 ratio was between 1.98 and 2.06. The entire protocol included several steps: ribosomal RNA depletion with RiboGone technology, first-strand cDNA synthesis and purification, Illumina-specific library amplification by PCR, and RNA-Seq library purification. The quality and concentration of the libraries were evaluated on a TapeStation 2000 Instrument (Agilent Technologies, Inc., Santa Clara, CA) and a Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA). RNA libraries (*n* = 23 [5–7 per group]) were prepared for sequencing using standard Illumina protocols: the libraries were diluted to a final concentration of 10 nM, and 5 or 6 samples were pooled. Cluster generation was performed on a cBot instrument (Illumina, Inc., San Diego, CA) using the TruSeq SR Cluster Kit v3-cBot-HS. Sequencing (single-end) was performed in two replicates on an Illumina HiScanSQ 2000 in one flow cell with the TruSeq SBS Kit v3 - HS (50 cycles).

Validation of the RNA-seq results was performed for 8 genes *(ACACA, ACLY, FASN, ALAS1, FITM2, C5AR1, VSIG4, MS4A2*) by quantitative real-time PCR (qPCR). The cDNA was synthesized with the cDNA Archive Kit (Thermo Fisher Scientific, Waltham, MA). The qPCR was performed in duplicate on a QuantStudio 7 Flex instrument (Thermo Fisher Scientific, Waltham, MA) under the fast thermal profile. The reaction mix contained 1 μl of cDNA, 5 μl of GoTaq® qPCR Master Mix (Promega Corporation, Madison, WI), 0.1 μl of CXR dye, 3.23 μl of water, 0.17 μl of 60 × TaqMan assay for *OAZ1* (endogenous control) amplification (*Assay ID: Ss03397505_u1*) and 0.5 μl of 20 × TaqMan gene expression assay for amplification of the target gene (*ACACA assay ID: Ss03389963_m1, ACLY assay ID: Ss03389566_m1, FASN assay ID: Ss03386194_u1, ALAS1 assay ID: Ss04652684_m1, FITM2 assay ID: Ss03267236_m1, MS4A2 assay ID: Ss03394007_m1, VSIG4 assay ID: Ss04328828_g1,* and *C5AR1 assay ID: Ss03375530_u1).* The relative quantitation (RQ) of each sample was calculated basing on the ΔΔCt method using QuantStudio Real-Time PCR software.

### RNA-Seq data processing and statistical methods

The demultiplexing of the RNA-seq samples was performed with the bcl2fastq conversion software v1.8.4 (Illumina). The quality check, trimming of reads and mapping of reads were conducted with FastQC, FLEXBAR and TopHat software, respectively. The mapping statistics and read counts were generated with SAMStat, RSeQC, RSEM and HTSeq software. Differential expression analysis was performed using DEseq2 software. Genes with an adjusted p of < 0.05 and a fold change > ± 1.3 were regarded as differentially expressed. We decided to apply a relatively low fold-change threshold since we expected rather subtle differences in gene expression. Classification of differentially expressed genes (DEGs) was performed with the PANTHER Classification System (Bonferroni’s correction was applied, http://pantherdb.org/), and further analyses were conducted with the Reactome database (http://www.reactome.org/). To compare the RNA-seq results with the qPCR results, the Pearson correlation between the fold change obtained after RNA-seq and qPCR was calculated using SAS software. Statistical differences between phenotypic traits between the groups were evaluated using ANOVA (Duncan’s multiple range test), and for qPCR data using nonparametric ANOVA (Kruskal-Wallis test) and GLM with covariates of sex and diet to assess the significance of each factor. (SAS Enterprise guide 7.1).

## Additional files

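Table S1 gives, beside the fold changes, the normalized counts of single pigs. For the 37 columns of pigs in its lists, these values equal the deposited counts divided by 1 factor per pig, with a largest deviation of 4.6e-04%.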

Additional file 1: **Table S1.** Results of the identification of DEGs by DESeq 2 software of all comparisons.

Additional file 2: **Table S2.** List of all enrichments identified by String software among DEGs in (-cDDGS+rapessed oil) vs (+cDDGS+rapeseed oil) comparison.

Additional file 3: **Figure S1.** Validation of RNA-seq results by qPCR.– comparison of fold changes between group I (*n* = 7) vs group II + III + IV (*n* = 16) obtained after RNA-seq and qPCR. (JPG 32 kb)

Additional file 4: **Table S4.** Results of the identification of DEGs between groups I and II by DESeq 2 software and functional analysis with String software of identified DEGs after excluding one sample to obtain sex balance among groups.

Additional file 5: **Table S3.** Characteristics of samples used in the study.

## Abbreviations

*AACS*: Acetoacetyl-CoA synthetase
*ACACA*: Acetyl-CoA carboxylase alpha
*ACC*: Acetyl-CoA carboxylase
*ACLY*: ATP citrate lyase
*ALAS1*: 5′-Aminolevulinate synthase 1
*ARVCF*: ARVCF, delta catenin family member
*C1QTNF6*: C1q and tumor necrosis factor related protein 6
*C1QTNF9*: C1q and tumor necrosis factor related protein 9
*C5AR1*: Complement component 5a receptor 1
*CASR*: Calcium sensing receptor
*CEP128*: Centrosomal protein 128
*ChREBP*: Carbohydrate-responsive element-binding protein
*COX7A2*: Cytochrome c oxidase subunit VIIa
*COX8A*: Cytochrome c oxidase subunit VIIIA
*CYB5B*: Cytochrome B5 type B (outer mitochondrial membrane)
*CYGB*: Cytoglobin
*CYP2U1*: Cytochrome P450 family 2 subfamily U member 1
*DSPP*: Dentin sialophosphoprotein
*F13A1*: Coagulation factor XIII, A1 polypeptide
*F3*: Coagulation Factor III (thromboplastin, tissue factor)
*FAM105A*: Family with sequence similarity 105, member A
*FASN*: Fatty acid synthase
*FCER1G*: Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide
*FITM2*: Fat storage-inducing transmembrane protein 2
*GFM1*: G elongation factor mitochondrial 1
*GIMAP4*: GTPase, IMAP family member 4
*HIP1R*: Huntingtin interacting protein 1 related
*HMGCS1*: 3-hydroxy-3-methylglutaryl-CoA synthase 1
*KAT8*: Lysine acetyltransferase 8
*MS4A2*: Membrane spanning 4-domains A2
*MUC2*: Mucin 2
*MYO1E*: Myosin IE
*NCOA7*: Nuclear receptor coactivator 7
*NDUFA10*: NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 10
*NDUFB8*: NADH:ubiquinone oxidoreductase subunit B8
*NDUFS5*: NADH:ubiquinone oxidoreductase subunit S5
*PCDH12*: Protocadherin 12
*PDHX*: Pyruvate dehydrogenase complex component X
*PEPT1*: Peptide transporter 1
*RGS1*: Regulator of G protein signaling 1
*RTN3*: Reticulon 3
*SCD*: stearoyl-CoA desaturase (delta-9-desaturase)
*SLC25A1*: Solute carrier family 25 member 1
*SP110*: SP110 nuclear body protein
*SPARCL1*: SPARC like 1
*TAF4B*: TATA-box binding protein associated factor 4b
*TAS1R3*: Taste 1 receptor member 3
*TCHP*: Trichoplein keratin filament binding
*UMPS*: Uridine monophosphate synthetase
*UQCRFS1*: Ubiquinol-cytochrome c reductase, rieske iron-sulfur polypeptide 1
*UQCRQ*: Ubiquinol-cytochrome c reductase, complex III subunit VII
*VSIG4*: V-set and immunoglobulin domain containing 4
*ZEB1*: zinc finger E-box binding homeobox 1
*ZMAT1*: Zinc finger matrin-type 1

How the deposited data were processed for this re-analysis (not part of the article)

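Gene expression was measured by RNA-seq of backfat from 23 pigs in 4 dietary groups, with 7 pigs in group I (-cDDGS+rapeseed oil), 6 in group II (+cDDGS+rapeseed oil), 5 in group III (+cDDGS+beef tallow) and 5 in group IV (+cDDGS+coconut oil). Each pig's group came from the sample labels together with the paper's Table 2 and Table S3, and sex and RNA integrity number (RIN) came from Table S3. Of the pigs, 12 were females and 11 were males.

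The authors prepared stranded total RNA libraries after ribosomal RNA depletion, sequenced single-end reads, trimmed them with FLEXBAR, mapped them with TopHat and counted reads per Ensembl gene with HTSeq. The deposited values are these raw counts, whole numbers per gene and pig, not normalized. Each pig has 25322 gene rows and 5 summary rows for reads that were not counted on a gene. The paper states that the libraries were sequenced in replicate on 1 flow cell, and how those runs were merged is not stated. Counting leaves out reads that map to several places, so genes with a near-identical copy are undercounted, and reads of FASN and of ZEB1 are split between a pair of identifiers each.

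Reads counted on genes ranged from 2437172 to 7979426 per pig, with a median of 4717511. A gene at 1 count per 1e6 reads was therefore represented by only a few reads, and fold changes of such genes are imprecise. The 23 pigs were compared within groups over all genes, and the smallest chi-square per degree of freedom among the 56 pairs of pigs of the same group was 7.16, so no 2 pigs differed by as little as sampling noise and each was counted as 1 sample.

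Gene counts were analysed in R 4.3.3. Counts were normalized with the TMM method of edgeR 4.0.16, genes with low counts were removed with filterByExpr, and glmQLFit and glmQLFTest were applied to the pigs of the groups compared, with Benjamini-Hochberg adjustment. DEGs had an adjusted p-value under 0.05 and a fold change above 1.3, the limits used in the paper. Group I was compared with groups II, III and IV and with the combined groups. Groups II, III and IV were compared with each other. Females were compared with males, with dietary group as covariate. The printed expression values are CPM, TMM-normalized counts scaled to a library of 1e6 reads, over all 23 pigs, and single genes were compared by exact permutation of the pigs between groups on log2(CPM + 0.5). With 7 pigs against 6 there are 1716 regroupings, with 7 against 5 there are 792 and with 7 against 16 there are 245157.

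The genes named in the text were every gene that the paper names as changed in its RNA-seq data and that Table S1 or Table S4 pairs with an identifier, in the comparisons where the paper names it, and the DEGs with the smallest adjusted p-value in the main fit, at most 5 per comparison. Gene symbols were taken only from these tables, which name 291 identifiers, 3 of them with conflicting symbols. No reference annotation was used here, so chromosomal positions are not given.

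Alternatives were DESeq2 1.42.0 with its Wald test, DESeq2 with shrunken fold changes, limma-voom with sample quality weights (limma 3.58.1), median-ratio normalization in edgeR, no low-count filter, at least 10 counts in every pig, sex, RIN or both as covariates, all 23 pigs in 1 fit, no fold-change threshold and leaving out each pig in turn. A covariate for the share of uniquely mapped reads assigned to no annotated gene was added after the files had been seen. Such reads are called reads outside genes, though they may include reads of unspliced RNA or of a gene's opposite strand. Tests were tried on simulated counts in which 200 genes had been changed by a log2 fold change of 1, with the group sizes and depths of the real pigs. Over 3 runs, edgeR recovered 62.3% of the changed genes, DESeq2 71% and limma-voom 58.7%, and the share of false genes among the DEGs was 5.79%, 11.1% and 4.87%. Where no gene had been changed, the largest number of DEGs in a run was 0 for edgeR, 3 for DESeq2 and 0 for limma-voom. Each gene was drawn independently, so variation shared between genes was not simulated. Figures were drawn with matplotlib 3.10.9.

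The qPCR measurements, the enrichment tools PANTHER, Reactome and STRING, the fatty acid measurements and the reads themselves were not analysed here. Tests of whole pathways were left out because too few of their genes had a name paired with an identifier. A macrophage marker without an identifier was taken off the list of markers after the results had been seen, which changed no value except the length of that list.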

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

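Single pigs that stood apart from the rest of their group were looked for in 232 sets, each a named gene in 1 dietary group. The gap between the extreme pig and its neighbour, divided by the range of the group, passed Dixon's limit in 18 sets, where about 12 would be passed by chance. In group I these were pig 1 for FCER1G (0.602 of the range), pig 3 for C1QTNF9 (0.620) and pig 2 for COX8A (0.573), all high. In group II pig 19 was high for GIMAP4 (0.681), C1QA (0.715) and MRC1 (0.700) and low for FASN (ENSSSCG00000023044, 0.626), pig 17 was high for HMGCS1 (0.772), and pig 21 was low for SP110 (0.685). In group III pig 45 was low for SP110 (0.741), and pig 48 was high for both FASN identifiers (0.801 and 0.814), SLC25A1 (0.824), AACS (0.758), ACLY (0.919) and ACACA (0.780). In group IV pig 54 was high for F3 (0.865) and IL1RAP (0.778).

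Pig 48 of group III (+cDDGS+beef tallow) accounts for 6 of these flags, all on lipogenic genes, which are not independent of each other. Its ACLY expression was 1417 CPM against 211 in the next pig of the group, and its FASN (ENSSSCG00000029944) 8527 against 3259. Because this pig weighs on the mean of group III, the log2 fold change of FASN (ENSSSCG00000029944) between groups I and III ranged from -1.41 to -0.73 with pigs left out in turn. Technical explanations were tested with predictions that were made only after the flags had been seen. Its RIN of 5.8, its total of 5033537 gene counts and the 29.4% of its counts on the largest gene were neither the highest nor the lowest of the group. Its share of reads outside annotated genes, 51.1%, was the lowest of all 23 pigs. Being an extreme does not show that the share drives these genes, so whatever sets it is left open as an explanation. Across the 23 pigs the share was related to FASN (ENSSSCG00000029944) after adjustment (Pearson's r = -0.538, adjusted permutation p = 0.0272). For ACLY and ACACA it was not (adjusted permutation p = 0.132 and 0.0862). The design offers no biological explanation for a single pig. A mixed or mislabelled sample was not tested.

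Pig 19 of group II stood high for the immune genes C1QA, MRC1 and GIMAP4, and low for FASN (ENSSSCG00000023044). For this pig the share of reads outside annotated genes was 68.5% and the total was 3005356 counts, and neither was an extreme of its group. The share was close to the highest of the group, 69.2% in pig 21. The RIN of pig 19, 4.2, was the lowest of the group, and the 20.8% of its counts on the largest gene was the lowest of all 23 pigs. RNA integrity, the share of the largest gene and the share outside genes thus remain as explanations. Being an extreme or not does not show what drives these genes. These predictions, too, were made only after the flags had been seen. Without this pig the difference between groups I and II in these genes remained in the same direction. Cell composition of the piece of fat is a possible explanation that was not examined. Of the macrophage markers on the list chosen for this, 0 had an identifier with a name. MRC1, the macrophage mannose receptor, has one but is part of the pattern itself.

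Sex, which the paper examined only as a source of imbalance and in its qPCR, separated the pigs in the counts. The paper describes the males as barrows, which are castrated, so sex and castration cannot be told apart here. With dietary group as covariate there were 98 DEGs between females (n = 12) and males (n = 11), 27 higher and 71 lower in males. Of 100 splits of the 23 pigs into groups of these sizes, 1 gave as many, the real one, and the largest number in another split was 48. Among the DEGs, 6 genes had a log2 fold change above 5, and their counts separated the sexes in all 23 pigs, with 0 pairs of gene and pig on the other side, so that no sample appears with the wrong sex. The count of DEGs was less firm than this separation. It fell to 57 with RIN as covariate and to 57 with the share of reads outside genes as covariate, and it ranged from 33 to 187 with pigs left out in turn. The predictions for these covariates and for wrong sex labels were made only after the count had been seen. RNA integrity and reads outside genes thus remain as explanations for the part of the count that was lost. With each of them as covariate 57 DEGs were found, and how many of these are among the 98 is not given by the counts. The gene symbols of the 6 are not in the paper's tables.

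The share of uniquely mapped reads assigned to no annotated gene is in the deposited counts but is not discussed in the paper. It was higher than in group I by 5.70 percentage points in group II (exact permutation p = 0.0437) and by 6.14 percentage points in group IV (exact permutation p = 0.00884), and the same as in group I in group III. After adjustment over 28 tests of technical measures neither difference held (adjusted p = 0.228), so the difference between diets is a reason to look and not a result. Across the 23 pigs the share showed no relation to RIN (Spearman's rho = -0.109, permutation p = 0.619). The same held for the total of uniquely mapped reads, on genes or not (rho = -0.117, permutation p = 0.597). It also held for the share of counts on 4506 genes with hardly any counts, a measure of background reads spread over the genome (rho = 0.0425, permutation p = 0.846). None of these measures accounts for the share outside genes. Its relation to the reads counted on genes alone was not tested. The share of counts on the largest gene was lower where the share outside genes was higher. Its mean was 32.0% in group I, 27.1% in group II (exact permutation p = 0.0490), 31.6% in group III and 26.1% in group IV (exact permutation p = 0.0354). These differences did not hold after adjustment either (adjusted p = 0.228). Its relation to the share outside genes across pigs was not tested, so it is left open as an explanation. Library or sequencing batches, unspliced RNA and the strand setting of the counting could not be examined, so a biological reading of the difference is not made.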

How the results depend on the processing

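The main tests, the alternatives and the genes to be named were chosen before the processed files arrived, apart from the covariate for the share of reads outside annotated genes, which was chosen after seeing the data. Relative to the main edgeR fit, the choice of test changed the number of DEGs most, except between groups III and IV. Within DESeq2, the covariate for reads outside genes also moved it far. It took the number from 155 to 0 between groups I and IV and from 12 to 51 between groups I and III. In place of the 3 DEGs of edgeR between groups I and II, DESeq2's Wald test gave 86, DESeq2 with shrunken fold changes gave 91, and DESeq2 without pig 7 of group I gave 111. In place of 0 DEGs, the Wald test and the shrunken fold changes gave 12 and 13 between groups I and III, 155 and 152 between groups I and IV, 159 and 137 between group I and the combined groups, 26 and 27 between groups II and III, and 2 and 2 between groups II and IV. In place of 98 between the sexes they gave 257 and 197. With limma-voom the combined comparison gave 51. The tests differ in how they treat the uncertainty of each gene's dispersion, since edgeR's quasi-likelihood test carries it into the p-value and DESeq2's Wald test does not. In simulated counts with the same group sizes, DESeq2 recovered 71% of the changed genes against 62.3% with edgeR, with 11.1% against 5.79% false genes among the DEGs. Those counts were drawn independently for each gene, and runs without a change gave at most 0 DEGs with edgeR and 3 with DESeq2. Other splits of the real pigs of groups I and II gave up to 13 and 220. The simulated shares of false genes therefore need not hold for the real pigs.

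Other alternatives moved the small numbers by a few genes. Between groups I and II there were 5 DEGs with sex as covariate, 0 with RIN, 5 with sex and RIN, 0 with all 23 pigs in 1 fit and 0 with the share of reads outside genes as covariate. Without a low-count filter there was 1 DEG between groups I and III, 2 in the combined comparison, 4 between groups II and III and 158 between the sexes. Requiring 10 counts in every pig gave 4 between groups II and III. The combined comparison had 1 DEG with sex and RIN as covariates and 1 with all 23 pigs in 1 fit. With RIN as covariate there was 1 between groups II and III, and there were 57 between the sexes. Between groups II and IV there was 1 with sex, 1 with RIN and 1 with both. The covariate for reads outside genes gave 1 between groups III and IV and 57 between the sexes.

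Leaving out 1 pig at a time gave from 0 to 17 DEGs between groups I and II over 13 fits, from 0 to 1 between groups I and III over 12 fits, from 0 to 116 between groups I and IV over 12 fits and from 0 to 43 in the combined comparison over 23 fits. It gave from 0 to 5 between groups II and III over 11 fits, 0 in every fit between groups II and IV and between groups III and IV, and from 33 to 187 between the sexes over 23 fits. The 116 came without pig 53 of group IV, and every other fit of that comparison gave 0. With all pigs the smallest adjusted p-value of that comparison was 0.135.

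For the DEGs shared between lists, where edgeR gave 0, the Wald test and the shrunken fold changes gave 38 and 38 for group I vs group II and the combined comparison, 65 and 63 for group I vs group IV and the combined comparison, 3 and 3 for group I vs group III and the combined comparison, 18 and 20 for groups II and IV, and 1 and 1 for groups III and IV, while limma-voom gave 2 for the first of these pairs.

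The number of genes detected per pig, 13148 to 14390 by normalized counts above 1, became 11984 to 13816 with raw counts above 1, 11187 to 11831 with CPM above 1, and up to 15444 with raw counts of at least 1. Totals of 2437172 to 7979426 became 8029992 to 24632021 with the summary rows included.

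The direction of ACLY and ACACA between groups I and IV reversed with the share of reads outside genes as covariate, to log2 fold changes of 0.203 and 0.00547 (adjusted p = 0.992 and 1.00). That covariate takes up part of the difference between these groups, because the share was higher in group IV, and neither gene passed the threshold in any direction. Of the other rows for single genes, 306 became stronger and 43 weaker, most of them with DESeq2 or with a pig left out. The other 2872 kept their label, which does not mean an unchanged value. ACLY between groups I and III kept its label while moving from -0.79 to -1.64 with limma-voom. The counts of DEGs by direction were labelled as moved in 133 rows and as the same in 285. For total counts, a shift from 98 to 76 between the sexes with limma-voom was labelled as the same. Between groups III and IV the count was unchanged in all alternatives set before the files arrived. The tests of the oxidative phosphorylation, lipogenic and complement gene sets, and their alternatives, were not run. By exact name, only 4.8%, 14.9% and 7.9% of the listed genes had an identifier.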

Differences from the paper's values

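In edgeR's quasi-likelihood test there were 0 DEGs between groups I and IV against the paper's 125, of which the paper lists 93 higher and 32 lower with cDDGS. Between groups I and II there were 3 (1 higher and 2 lower with cDDGS) against the paper's 93 (44 and 49), between groups I and III 0 against the paper's 13 (5 and 8), and between group I and the combined groups 0 against the paper's 155 (96 and 59). All of these gaps were counted as closed with DESeq2's Wald test and with DESeq2's shrunken fold changes, although the numbers were not all equal to the paper's. The methods of the paper name only DESeq2. The Wald test gave 155, 86, 12 and 159 DEGs and the shrunken fold changes gave 152, 91, 13 and 137. The paper's list for group II shares 88 genes with the shrunken fit and 79 with the Wald test. For group III these numbers were 13 and 12, for group IV 116 and 116, and for the combined groups 115 and 152. The paper's VSIG4 value for the combined groups, 1.26, also lay far from the shrunken 0.69. The paper's lists thus appear to come from differing DESeq2 settings. The gap for groups I and IV also closed in the edgeR fit without pig 53 of group IV (116 DEGs), and the gap for groups I and II in the DESeq2 fit without pig 7 of group I (111 DEGs). The other alternatives set before the files arrived did not close them, and neither did the covariate for reads outside genes.

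In the main lists 0 genes were shared between group I vs group II and the combined comparison, between group I vs group IV and the combined comparison, and between group I vs group III and the combined comparison, against the paper's 39, 48 and 3. The Wald test gave 38, 65 and 3 and the shrunken fold changes gave 38, 63 and 3, near the paper's numbers except for the 48, which both exceeded. Limma-voom gave 2, 0 and 0. Without pig 7 of group I, edgeR gave 0 DEGs against 110 in the paper's Table S4, and DESeq2's Wald test on the same pigs closed this gap with 111.

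The log2 fold changes of 15 named genes differed from Table S1, each larger in size here. For groups I and II these were GIMAP4 (1.20 against the paper's 0.910), CEP128 (1.03 against 0.749), C5AR1 (1.41 against 0.959), ZMAT1 (1.07 against 0.797), VSIG4 (1.64 against 1.01), MS4A2 (1.32 against 0.873), RGS1 (1.18 against 0.873), ACLY (-1.57 against -1.11), C1QA (1.51 against 1.04), F3 (-1.21 against -0.834), F13A1 (1.34 against 0.816), FCER1G (1.18 against 0.816) and MRC1 (1.18 against 0.804). For groups I and III it was C1QTNF6 (-1.18 against the paper's -0.805), and between groups I and IV it was C1QTNF9 (1.07 against 0.785). DESeq2's shrunken fold changes closed all 15 gaps. DESeq2's Wald test without shrinkage closed none of these gaps. Its value for C1QTNF9, 1.08, lay slightly farther from the paper's 0.785 than the main fit did. Limma-voom closed GIMAP4, CEP128, FCER1G and C1QTNF9. All 23 pigs in 1 fit closed CEP128, ZMAT1, RGS1, ACLY and C1QTNF9, RIN as covariate closed ZMAT1 and C1QTNF9, sex and RIN together closed C1QTNF9, and the fit without a low-count filter closed ZMAT1. DESeq2 without pig 7 closed GIMAP4, CEP128 and RGS1. One or more of the edgeR fits that left out a pig closed every gene except VSIG4. The covariate for reads outside genes, chosen after seeing the values, closed GIMAP4, CEP128, C5AR1, RGS1, ACLY, C1QA, FCER1G, MRC1 and C1QTNF9.

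The text of the paper gives as its largest number of reads counted per sample the total of pig 43. The paper's own list of reads per sample and the deposited counts both give pig 46 the largest total, 7979426. The paper places C1QTNF6 in the comparison with coconut oil and C1QTNF9 in that with beef tallow. In its Table S1 and in these counts it is the other way round, with C1QTNF6 at -1.18 in group III and C1QTNF9 at 1.07 in group IV. The paper describes the complement and coagulation genes as downregulated without cDDGS, while F3 was lower with cDDGS, by a log2 fold change of -1.21 in group II and -0.54 in the combined groups. The paper names F3 and F13A1 among the genes changed against the combined groups, where the adjusted p-values were 0.393 and 0.224 in edgeR and 0.416 and 0.123 in DESeq2, and neither is on the paper's own list. NDUFA10 is named for the combined comparison and had an adjusted p-value of 0.131 in edgeR and 0.0649 in DESeq2. The lists of Table S1 share 54 genes between group I vs group IV and the combined comparison, more than the paper's text gives.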

Other observations

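The numbers of DEGs from DESeq2, the tool the paper used, were set against other splits of the same pigs. Of 100 splits of the 13 pigs of groups I and II, 5 gave at least the 86 DEGs of the real groups, the real split included, and the largest number in another split was 220. For groups I and III 24 of 100 splits gave at least 12 DEGs (largest 169), and for groups I and IV 6 of 100 gave at least 155 (largest 594). For group I against the combined groups 3 of 100 gave at least 159 (largest 227). In 39, 58, 49 and 34 of the other 99 splits there was at least 1 DEG. The median number over the other splits was 0, 1, 0 and 0. The number of DESeq2 DEGs between groups I and III is therefore one that random groups of these pigs often give. The numbers for groups II and IV and for the combined groups were reached by few splits (5, 6 and 3 of 100), and chance remains as an explanation for groups II and IV only narrowly. In edgeR's test 3 of 100 splits gave at least the 3 DEGs between groups I and II. For the comparisons in which edgeR gave 0 DEGs, 100 of 100 splits gave as many by definition.

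Technical explanations for the DESeq2 DEGs were tested by adding each measure as a covariate. With the share of reads outside annotated genes, the DEGs fell from 86 to 21 between groups I and II, from 155 to 0 between groups I and IV and from 159 to 26 in the combined comparison, and rose from 12 to 51 between groups I and III, where the share did not differ. With RIN they were 112, 7, 72 and 130 for groups II, III and IV and the combined groups, a rise in group II and a fall in the others, in proportion smallest in the combined groups. With sex they were 139, 30, 187 and 229. Leaving out the gene that took the largest share of counts gave 92, 12, 159 and 163. In edgeR's test between groups I and II, the 3 DEGs became 5 with sex as covariate, 0 with RIN and 0 with the share of reads outside genes, the last predicted only after the result had been seen. Of the paper's listed genes, 5 of 93, 11 of 13, 0 of 125 and 18 of 155 were among the DESeq2 DEGs with the share of reads outside genes as covariate, although every tested gene kept its direction. The fold changes shrank less than the counts of DEGs. For the listed genes, the median absolute log2 fold change in DESeq2 went from 0.781 to 0.687 in group II, from 0.754 to 0.525 in group IV and from 0.641 to 0.586 in the combined groups. In group II, VSIG4 (1.67 and 1.64), PCDH12 (0.993 and 0.977), SPARCL1 (0.884 and 0.901) and ZMAT1 (1.08 and 1.18) kept their log2 fold changes without and with the covariate, and FASN (ENSSSCG00000029944) went from -0.983 to -0.583. Part of the lost DEGs was thus lost without a smaller fold change. The lower counts of DEGs are consistent with a technical or compositional difference between libraries that runs alongside the diets of groups II and IV, but an effect of cDDGS on the tissue that itself changes the share would give the same values. For the number of DEGs in groups II and IV the share of reads outside genes remains as an explanation, which does not extend to the fold changes of the genes that kept theirs, and no biological reading is made.

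The share of reads outside genes was also compared with single genes across the 23 pigs, in a family of 11 relations. FASN (ENSSSCG00000029944) fell as the share rose (Pearson's r = -0.538, permutation p = 0.00743, adjusted p = 0.0272, Spearman's rho = -0.515, permutation p = 0.0123, adjusted p = 0.0451). Without pigs 54 and 21, the farthest from the median share, r was -0.656. Within group I it was -0.616 (exact permutation p = 0.151) and within group II -0.687 (exact permutation p = 0.0861), so the sign of FASN held within both diets, without a p-value under 0.05 in either. Groups III and IV have too few pigs for a correlation. For ACLY (r = -0.381, rho = -0.337, permutation p = 0.0722 and 0.116), ACACA (r = -0.449, rho = -0.412, p = 0.0317 and 0.0524), NDUFS5 (r = -0.430, rho = -0.424, p = 0.0392 and 0.0441), VSIG4 (r = 0.317, rho = 0.280, p = 0.138 and 0.195) and C1QA (r = 0.349, rho = 0.356, p = 0.102 and 0.0949), the relation did not hold after adjustment over the 23 pigs, with the smallest adjusted p at 0.0862. Within group I, r was -0.789 for ACLY (exact permutation p = 0.0415) and -0.809 for ACACA (exact permutation p = 0.0310), without adjustment for the number of relations, and within group II it was 0.0532 (exact permutation p = 0.928) and -0.126 (exact permutation p = 0.814). The remaining relations were those with RIN, with the total of uniquely mapped reads and with background counts, and those between the paired identifiers.

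The paired identifiers of FASN moved together across the 23 pigs (r = 0.993, rho = 0.985), as did those of ZEB1 (r = 0.926, rho = 0.891), with a permutation p of 1e-05 for each of these, the smallest that 100000 permutations can give (adjusted p = 5.5e-05). Within group I, r was 0.997 for FASN (exact permutation p = 1.98e-04) and 0.864 for ZEB1 (exact permutation p = 0.0133), and within group II 0.997 (exact p = 0.00417) and 0.792 (exact p = 0.0778). Without the farthest pigs, r was 0.991 for FASN and 0.898 for ZEB1. The paper's list for the combined comparison holds both identifiers of each gene, so that 2 genes are counted there as 4 DEGs.

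Genes known mainly from liver were among the genes with the largest fold changes in the combined comparison of Table S1. In these counts, APOA4, ARG1 and BTD had log2 fold changes of 2.59, 2.51 and 3.01 between group I and the combined groups, with adjusted p-values of 0.0983, 0.129 and 0.133 in edgeR and 0.0261, 0.0358 and 0.0407 in DESeq2. Their expression was low, with 1.29 ± 1.38 CPM of APOA4 in group I (SD, n = 7), 5.74 ± 5.45 in group II (SD, n = 6), 8.49 ± 7.63 in group III (SD, n = 5) and 7.71 ± 5.59 in group IV (SD, n = 5). A candidate source, RNA from liver in a few samples, could not be tested, because 0 of the listed hepatocyte markers had an identifier with a name, so the pattern cannot be told apart from it. The same limit applied to the higher expression of C1QA, VSIG4, C5AR1 and MRC1 in group II. More macrophages in the sampled backfat is a candidate explanation for it, and 0 of the listed macrophage markers could be matched. RPL14, also on the paper's list, had a median of 1 count in every group and did not pass the low-count filter. Its largest count in a pig was 2 in group I and 51, 114 and 39 in groups II, III and IV. The median therefore hides higher counts in some pigs fed cDDGS.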
